# Arabidopsis, tobacco, nightshade and elm take insect eggs as herbivore alarm and show similar transcriptomic alarm responses

**DOI:** 10.1038/s41598-020-72955-y

**Published:** 2020-10-01

**Authors:** Tobias Lortzing, Reinhard Kunze, Anke Steppuhn, Monika Hilker, Vivien Lortzing

**Keywords:** Molecular ecology, Gene ontology, Gene expression analysis, Transcriptomics, Plant ecology, Plant hormones, Plant immunity, Plant molecular biology, Plant stress responses, Secondary metabolism

## Abstract

Plants respond to insect eggs with transcriptional changes, resulting in enhanced defence against hatching larvae. However, it is unknown whether phylogenetically distant plant species show conserved transcriptomic responses to insect eggs and subsequent larval feeding. We used Generally Applicable Gene set Enrichment (GAGE) on gene ontology terms to answer this question and analysed transcriptome data from *Arabidopsis thaliana*, wild tobacco (*Nicotiana attenuata*), bittersweet nightshade (*Solanum dulcamara*) and elm trees (*Ulmus minor*) infested by different insect species. The different plant–insect species combinations showed considerable overlap in their transcriptomic responses to both eggs and larval feeding. Within these conformable responses across the plant–insect combinations, the responses to eggs and feeding were largely analogous, and about one-fifth of these analogous responses were further enhanced when egg deposition preceded larval feeding. This conserved transcriptomic response to eggs and larval feeding comprised gene sets related to several phytohormones and to the phenylpropanoid biosynthesis pathway, of which specific branches were activated in different plant–insect combinations. Since insect eggs and larval feeding activate conserved sets of biological processes in different plant species, we conclude that plants with different lifestyles share common transcriptomic alarm responses to insect eggs, which likely enhance their defence against hatching larvae.

## Introduction

Plants can boost (prime) their defences against insect herbivory when they perceive cues that indicate a risk of herbivore attack prior to the feeding damage. Among these cues are feeding- or insect egg-induced plant volatiles from neighbouring plants^1–4^, insect sex pheromones^5,6^ or insect egg deposition^7^. Plants respond to priming cues with transcriptional, phytohormonal and metabolic changes^7–9^. However, it is unknown whether plant alarm responses to herbivory-indicating cues exhibit a conformable pattern across different plant and insect species.

Insect egg deposition on plants may serve as a reliable cue for subsequent larval feeding damage. Plant responses to insect egg deposition may result in defences being mounted against the eggs^10–15^ or in enhanced defence against hatching larvae^7^. The egg-enhanced anti-herbivore defence was studied for herbaceous plant species (different Brassicaceae, *Nicotiana attenuata, Vicia faba*), the climbing bittersweet nightshade (*Solanum dulcamara*) and angio- and gymnosperm trees (*Ulmus minor* and *Pinus sylvestris*; see Table 1 for references). A plants’ response to insect eggs on its leaves alters the feeding-induced activation of phytohormone signalling pathways. While egg depositions of the butterfly *Pieris brassicae* and treatment of leaves with egg extracts lead to stronger salicylic acid (SA)-related responses in feeding-damaged brassicaceous plant species^16,17^, eggs of the moth *Helicoverpa zea* mediate a stronger jasmonic acid (JA)-related defence response in tomato plants (*S. lycopersicum*) against feeding larvae^18^. However, egg depositions by moths on *S. dulcamara* and *N. attenuata* did not affect the feeding-induced changes of JA and SA levels one day after the onset of feeding by conspecific larvae^19–22^. Prior oviposition on *N. attenuata* did, however, result in a stronger transcriptional induction of the JA-responsive transcription factor *MYB8* after feeding by larvae of the moths *Spodoptera exigua* or *Manduca sexta*^19,20^.

**Table 1:** Studies of egg-enhanced plant defence responses against chewing herbivores with special emphasis on metabolic, phytohormonal and transcriptional changes.

Plant species	Insect species	Ecological effect	Metabolic changes	Phytohormonal and transcriptional changes	References
**Brassicaceae**					
*Arabidopsis thaliana*	*Pieris brassicae*	Reduced larval weight and higher mortality	Increased levels of flavonoids Reduced levels of glucosinolates	SA: Increased SA levels Stronger expression of SA-related genes (e.g. *PR5*, *PR2*)	^17,67^
*Brassica nigra*	*Pieris brassicae*	Reduced larval weight and higher mortality Prolonged development until pupation		JA: Repressed expression of JA-related genes (e.g. *VPS2, MYC2*) SA: Increased SA levels Enhanced expression of SA-related genes (e.g. *PR2*)	^4,16,68–71^
Other Brassicaceae^a^	*Pieris brassicae*	Reduced larval weight and higher mortality Prolonged development until pupation			
**Fabaceae**					
*Vicia faba*	*Halyomorpha halys*	Reduced nymph weight			^15^
**Solanaceae**					
*Nicotiana attenuata*	*Manduca sexta*	Reduced antimicrobial activity in the hemolymph	Increased levels of caffeoyl putrescine Increased TPI activity	JA: Increased *MYB8* expression	^19,20^
	*Spodoptera exigua*	Reduced larval weight and higher mortality	Increased levels of caffeoyl putrescine	JA: Increased *MYB8* expression	
*Solanum lycopersicum*	*Helicoverpa zea*			JA: Increased JA levels Enhanced expression of *PIN2*	^18^
*Solanum dulcamara*	*Spodoptera exigua*	Reduced larval weight and higher mortality	Stronger expression of genes involved in the phenylpropanoid pathways, e.g. anthocyanins	JA, SA and ABA levels were not affected by prior egg deposition	^22^
**Ulmaceae**					
*Ulmus minor*	*Xanthogaleruca luteola*	Higher larval mortality	Increased uptake of robinin (flavonoid) by the larvae Faster/earlier expression of defence-related genes		^24,55^
**Pinaceae**					
*Pinus* *sylvestris*	*Diprion pini*	Reduced larval weight and higher mortality Reduced female fecundity			^72^

^a^*Brassica oleraceae, Sinapis arvensis* and *Moricandia moricandioide.*

Until now, it has been unclear whether plant alarm responses elicited by insect eggs lead to conformable transcriptional changes across different plant and insect species. Therefore, we asked whether different plant species show conformable transcriptional responses to insect eggs as a general alarm cue indicating herbivory. We further investigated whether the egg-mediated alarm responses alter the transcriptional responses of the plant species to feeding larvae in a conformable manner. This comparison of transcriptomic plant responses to insect eggs and larval feeding across different plant and insect species has the potential to reveal conserved response patterns fundamental to the plants’ anti-herbivore defences.

We used standardised Generally Applicable Gene set Enrichment (GAGE) analyses^23^ on gene ontology (GO) terms to investigate which plant biological processes (BPs) are mainly affected in response to (i) insect eggs, (ii) feeding by neonate larvae, and (iii) insect eggs followed by larval feeding (Fig. 1a). For the analysis we used transcriptomic data from published experiments with *A. thaliana* infested by *P. brassicae*^17^, *N. attenuata* infested by *M. sexta* or by *S. exigua*^21^, *S. dulcamara* infested by *S. exigua*^12,22^ and *U. minor* infested by the leaf beetle *Xanthogaleruca luteola*^24^. Thus, our analysis is based on transcriptomic data obtained by studies of different plant–insect combinations, including plant species with very different life strategies, as well as lepidopteran and coleopteran insect species. While the lepidopteran species do not damage the leaf when laying their eggs, the coleopteran species (*X. luteola*) slightly damages the host leaf by removing the epidermal cell layer at the site where eggs are laid. As the experimental conditions between the studies differ substantially, and as the GAGE algorithm can potentially generate relatively high false-positive rates, this analysis is not suitable to draw conclusions about single responses, which are specific to an individual plant–insect combination. However, transcriptional patterns that emerge as conserved between the different systems despite experimental differences are likely at the core of plant responses to insect eggs and feeding and thus primary targets for detailed analyses. We aim to figure out whether different plant species show a core set of transcriptomic herbivore alarm responses, which are phylogenetically conserved across the investigated plant species. Different genome sizes, different sizes of gene families, and inaccurate annotations on the level of individual genes in most species hinder comparisons of transcriptomic data from different plant species at the level of individual genes. Therefore, we compared the results of these studies at the functional level of biological processes to elucidate conformable plant response patterns to insect eggs, larval feeding and insect eggs with subsequent larval feeding across these different plant and insect species.

**Figure 1:**
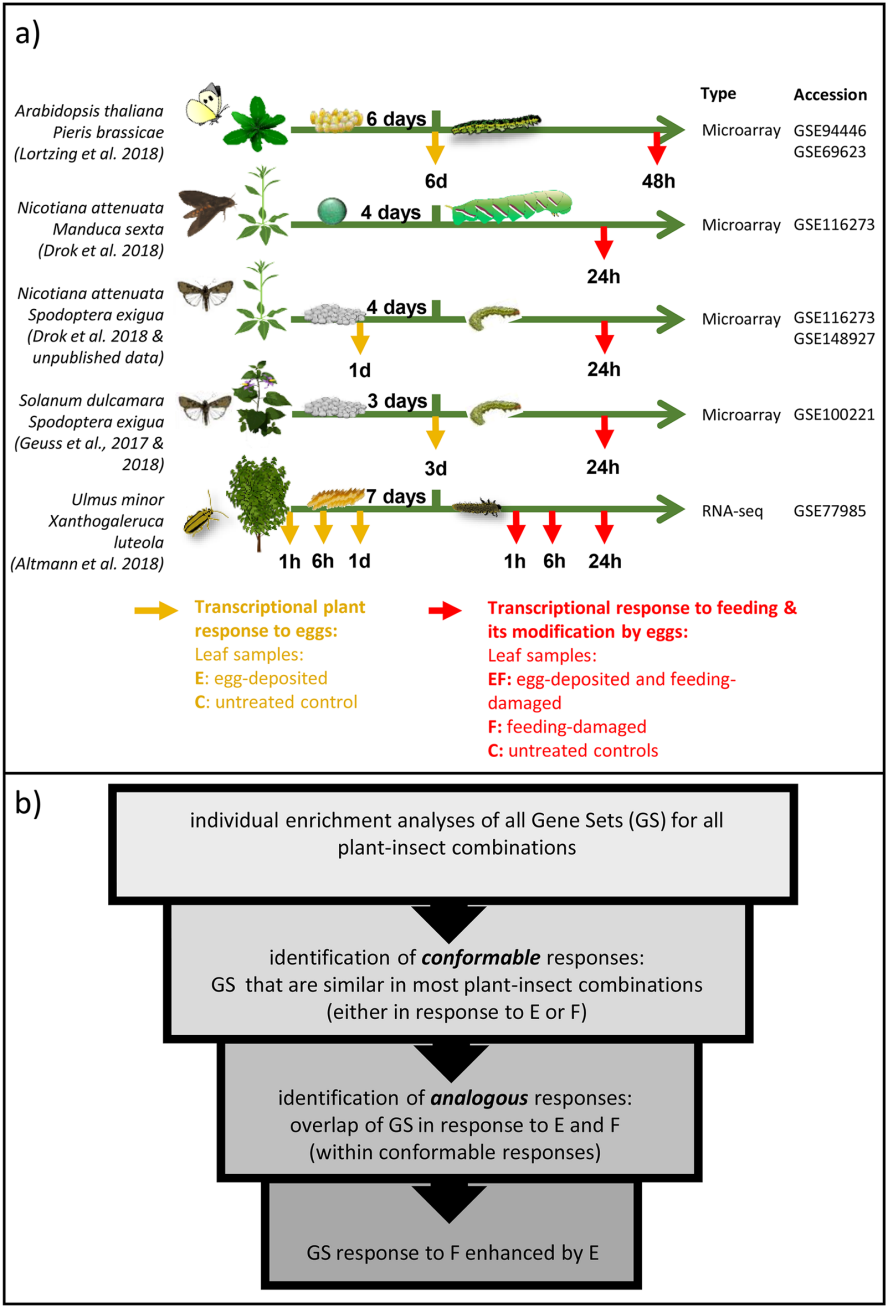
Overview of the five plant–insect combinations investigated, of the experimental setups of the respective transcriptome studies and of the GAGE workflow. (**a**) Experimental setups of transcriptome analysis studies on plants exposed to insect eggs, larval feeding, or eggs and feeding. Yellow arrows show harvest time points for investigating leaf material for the effects of egg deposition on the plant transcriptome; leaf material was harvested from insect egg-deposited (E) and untreated control plants (C). Red arrows represent the harvest time points for investigating leaf material for the effects of larval feeding; leaf material was harvested from egg-deposited and larval feeding-damaged (EF), egg-free, feeding-damaged (F) and untreated control plants (C). All data are available on the NCBI Gene Expression Omnibus repository according to the accession numbers. For further details on experimental setups see “Materials and methods”. (**b**) Workflow applied to identify gene sets (GS) that show an altered expression response to either insect eggs (E) or to larval feeding (F), which are conformable across the plant–insect combinations. From these conformable GS, we identified those that react analogously to E and F or that show an enhanced response to F when plants previously experienced E.

Classical GO term enrichment, used in the earlier original publications about the responses of the afore mentioned plant species, compares gene frequencies in GO terms between a list of significantly regulated genes and a list of all genes included in the expression analysis. In contrast, the GAGE approach includes the quantitative change in expression of all genes in a given gene set (GS) and calculates an enrichment score based on the overall change in expression of genes within this GS^23^. Using GO term annotation to generate GS for GAGE utilises more data than classical GO term enrichment and allows for a standardised statistical analysis of transcriptional changes in functional groups with data from different species and from different sources.

We compared the transcriptomes of the five aforementioned plant–insect combinations (Fig. 1) with respect to the following questions: (i) Do insect eggs and feeding larvae, respectively, elicit transcriptional effects on plant biological processes that are conformable across the different plant–insect combinations? (ii) What is the overlap of transcriptional responses to egg deposition and to feeding larvae within these conformable responses? (iii) Which of the conformable responses show additive, or even synergistic, effects when egg deposition precedes insect feeding?

Figure 1b illustrates the general workflow of the analysis. We first identified for each treatment those GS that responded similarly across most plant–insect combinations. As such, we classified all GS with a FDR-adjusted *p*-value < 0.05 in three out of four plant–insect combinations for the egg deposition treatment, and in four out of five combinations for insect feeding, either with or without prior egg deposition. We will refer to response patterns that are similar across the different plant–insect systems as *conformable* responses.

Subsequently, we searched for the overlap of GS regulation between the different treatments within these conformable responses. We will refer to this overlap between treatments as *analogous* responses. The earlier original publications describing transcriptional analyses of the five plant–insect combinations showed that feeding-induced plant responses enhanced by prior egg deposition are linked with transcriptional regulation of phytohormonal signalling pathways and of the phenylpropanoid pathway. Our analyses largely corroborate these findings. Therefore, we proceeded to analyse these biological processes with a detailed, targeted approach.

## Results and discussion

### Biological processes involved in plant responses to insect eggs

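For the response of *N. attenuata* to *S. exigua* eggs (E vs. C), the authors deposited 6 one-colour microarrays, 3 of leaves of egg-laden plants (eggs replicates 1, 2 and 3) and 3 of leaves of egg-free plants (control replicates 1, 2 and 3). Each array holds the pooled RNA of 3 or 4 plants, and each egg-laden plant carried 1 or 2 egg clutches. The paper gives the harvest as 1 day after oviposition, whereas the sample descriptions deposited with the arrays give 4 days. The arrays carry 61657 spots of 60-base probes for 43533 gene identifiers, which are contigs of a transcriptome assembly without a position on a genome. The deposited scanner values are spot intensities that were not normalised, and the deposited matrix holds log2 values after background correction and quantile normalisation by the authors. Median spot intensity was between 55.3 and 63.7 on the 6 arrays, which is 2.68 to 3.19 times the local background, and 63.1% to 67.1% of the probes were above the detection threshold of their array. Starting from the scanner values, signals were background corrected with the normexp method of limma and an offset of 50, normalised between arrays by the quantile method and averaged by gene identifier, and 28626 genes were tested. Array descriptions of protein matches name 54.3% of these genes by a best hit with an E-value of 1e-05 or lower. Control replicates 1 and 2 were scanned together, and control replicate 3 was scanned with the 3 eggs arrays, so that the comparison within a scan rests on 1 control array. The number of arrays limits the precision, and the smallest p that an exact permutation of 3 against 3 arrays can give is 0.1. The first principal component of the normalised log2 signals held 72.7% of the variance. It placed control replicate 3 at -45.9, control replicates 1 and 2 at -16.9 and -10.9, and the eggs replicates at 9.80, 28.7 and 35.3.

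**Figure D1:**
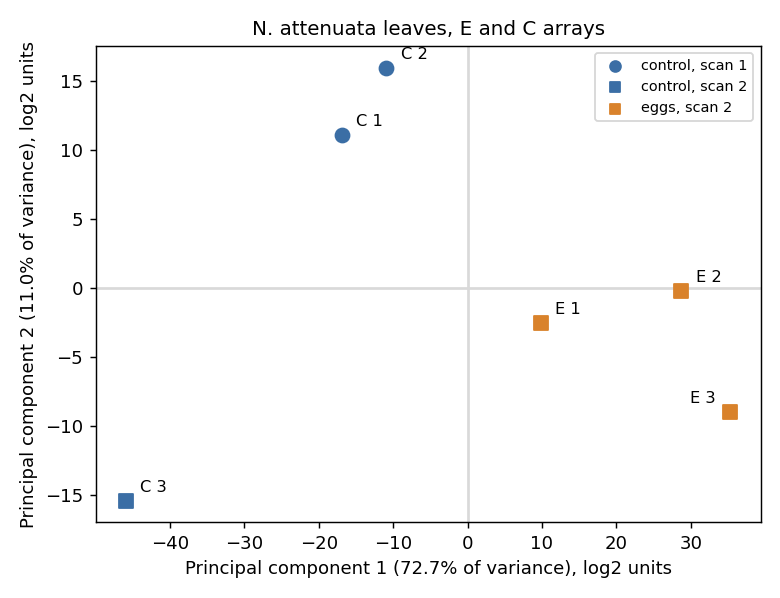
Positions of the 6 *N. attenuata* arrays on the first (horizontal) and second (vertical) principal component of the normalised log2 signals, in log2 units, for control (C) and egg-laden (E) plants. Circles stand for scan 1 and squares for scan 2. The 3 eggs arrays lie between 9.80 and 35.3 on the first component and the 3 control arrays between -45.9 and -10.9.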

We first explored whether the investigated plant species show conformable transcriptional reprogramming in response to insect eggs.

Taking into account all GS included in the analysis for all plant–insect combinations tested and significantly regulated in at least one of them, we found down-regulation of 649 and up-regulation of 969 GS in response to egg deposition (Supplementary Table S1). Of these, we identified an overlap of 52 down-regulated and 310 up-regulated GS with conformable regulation across the different plant–insect combinations (Fig. 2a, Supplementary Table S2). This indicates that plant species with very different lifestyles share up to 32% of transcriptional regulation in biological processes after egg deposition from different insect species.

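In *N. attenuata*, 1691 genes were more abundant and 2315 genes were less abundant in leaves of egg-laden plants than in those of control plants, out of 28626 genes tested (limma, adjusted p under 0.05). At an unadjusted p under 0.05 from the same test, 4509 genes were more and 5179 genes were less abundant. In each of the 4006 genes called, the 3 eggs arrays and the 3 control arrays did not overlap. With 3 against 3 arrays, a call at this threshold leaves little room for overlap, so this is no separate support. Among all tested genes the groups did not overlap in 39.8%, where chance gives 10.0% on average over the splits of the arrays. Genes on the arrays are not independent, so this share does not exclude chance. The median size of the change in the called genes was 0.46 on the log2 scale, and 127 of them rose and 106 fell by at least 2-fold. With scan as a block, the egg effect is that of the eggs arrays against control replicate 3 alone, since scan 1 holds no eggs array. Its log2 fold changes had r = 0.95 across genes with those of the fit without the block, which also uses control replicate 3. The scan block therefore does not show that the calls hold apart from the scan. Array weights raised the counts of called genes to 4426 up and 4943 down. Leaving out eggs replicate 2 or eggs replicate 3 left 0 genes called by limma in either direction, with 6868 and 6907 genes at an unadjusted p under 0.05, so that no single gene of *N. attenuata* was called without either of these arrays. With the offset of 50, the largest rise among the called genes was that of Na_454_13024, which has no description within the E-value limit, with a normalised log2 signal of 14.14 ± 0.85 (SD, n = 3 arrays) in E and 11.14 ± 1.41 (SD, n = 3) in C. Its log2 fold change was 2.99 (standard error 0.70, adjusted p = 0.0360 from limma). It ranged from 2.23 to 3.63 when each array was left out in turn, and the gene was not called under 7 of 20 alternatives. The largest fall, again with this offset, was that of Na_454_09280, a probable inositol oxygenase, whose log2 fold change of -2.75 (standard error 0.54, adjusted p = 0.0251 from limma) ranged from -3.45 to -2.22 when each array was left out in turn. Na_454_00853, a heat shock cognate 70 kDa protein, had a log2 signal of 6.09 ± 0.11 (SD, n = 3) in E and 8.55 ± 0.30 (SD, n = 3) in C, and was well above the background on 2 of the 3 eggs arrays, so that its level in E lies near the lower end of the measurable range. Without an offset, Na_454_00853 fell further than Na_454_09280 (log2 fold changes of -4.21 and -3.17), and Na_454_13604 rose further than Na_454_13024 (3.30 and 3.03), so that the order of the largest changes depends on the offset. The other genes among the 5 largest falls were a Snakin-1, a class II heat shock protein and a chalcone synthase 2, with log2 fold changes of -2.34, -2.21 and -2.18. Apart from Na_454_13024, the 5 largest rises comprised an auxin-repressed protein (Na_454_13604, log2 fold change of 2.59), a thiosulfate sulfurtransferase (2.34) and the identifiers Na_454_31089 and Na_454_14096 without a description within the limit (2.43 and 2.37).

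**Figure D2:**
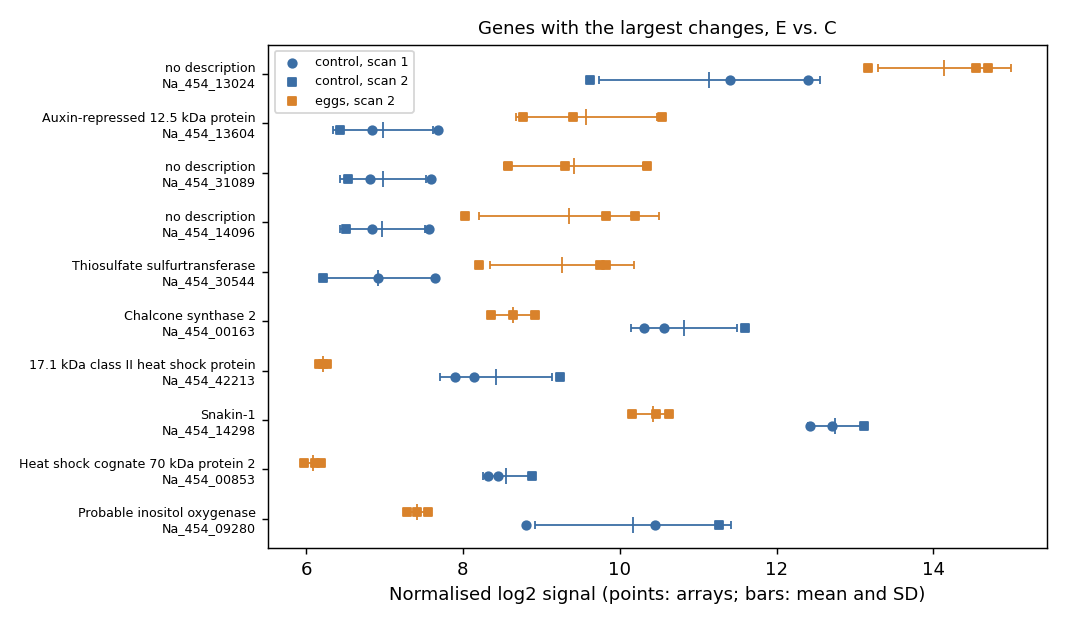
Normalised log2 signals (horizontal axis) of the 5 called genes with the largest rise and the 5 with the largest fall, 1 point per array, with the mean and SD of each group as bars. The genes were picked among called genes whose eggs and control arrays do not overlap. They run from Na_454_13024 with means of 14.14 and 11.14 to Na_454_09280 with means of 7.42 and 10.17.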

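The GO annotation of the *N. attenuata* transcriptome was not used here, and the gene sets were not rebuilt. In their place, 19 lists of genes were chosen by product name before the data were examined and tested in the manner of GAGE. A list takes in each product whose name matches, whatever its role in the process. In each of the 9 pairs of an eggs and a control array, the mean log2 ratio of a list was compared with that of all genes, the p-values of the pairs were combined by Stouffer's method and adjusted over the lists within each direction. Of the 19 lists, 9 were up-regulated, 6 were down-regulated and 4 were not called at an adjusted p under 0.05. The 9 pairs share their arrays and are not independent. The alternative that moved these counts most was limma's camera test with the correlation between the genes of a list estimated from the data, under which 0 lists were called. Camera with a preset correlation of 0.01 called 6 lists, and the rotation test fry called 8, each in the direction of the test over pairs.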

**Figure 2:**
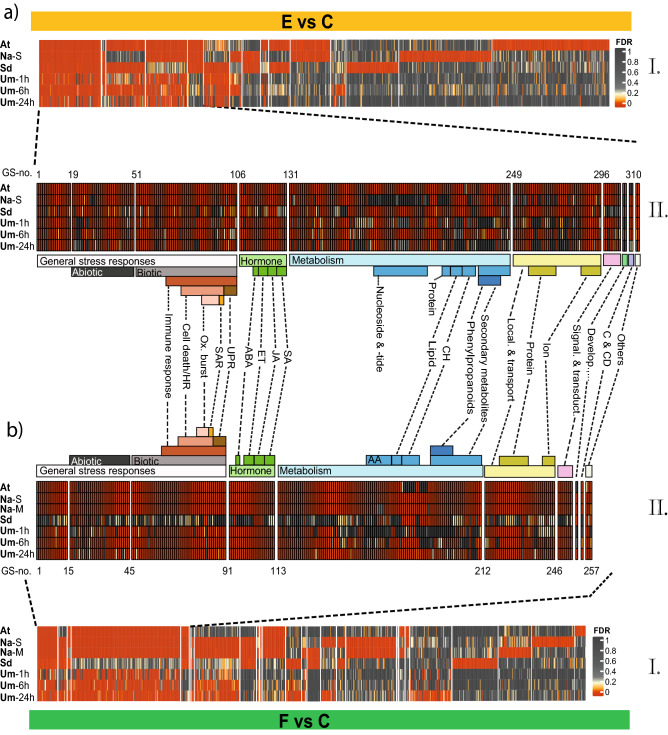
Comparison of GAGE analyses of the transcriptional up-regulation in four different plant species in response to (**a**) insect eggs (E vs. C) and (**b**) larval feeding (F vs. C). The species are given below^†^. The heatmaps depict false discovery rate-adjusted *p*-values (FDR) according to the colour key of up-regulated gene sets (GS): I. GS significantly enriched in at least one plant species, II. Heatmap sections of the conformably enriched GS in at least three out of four (**a**) and four out of five (**b**) plant–insect interactions. GS in II were re-ordered according to the biological function. For detailed descriptions of the GS see Supplementary Table S2 (E vs. C up and F vs C up). AA: amino acid; ABA: abscisic acid; C & CD: cytokinesis & cell differentiation; CH: carbohydrates; Develop., …: development, morphogenesis & reproduction; ET: ethylene; JA: jasmonic acid; Local.: localisation; Ox. burst: oxidative burst; SA: salicylic acid; SAR: systemic acquired resistance; Signal. & transduct.: signalling and transduction; UPR: unfolded protein response. ^†^At: *Arabidopsis thaliana-Pieris brassicae*; Na-M: *Nicotiana attenuata-Manduca sexta*; Na-S: *N. attenuata-Spodoptera exigua*; Sd: *Solanum dulcamara-S. exigua*; Um-1 h/-6 h/-24 h: *Ulmus minor-Xanthogaleruca luteola* after 1/6/24 h of egg deposition or larval feeding. For detailed experimental setup description see Fig. 1.

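The list of cell cycle and DNA replication genes was lower in egg-laden than in control *N. attenuata* plants. Over 56 entries, its mean log2 ratio relative to all genes was -0.13 ± 0.059 (SD over 9 pairs of arrays), lower in 9 of 9 pairs, with a one-sided adjusted p of 1.85e-06 over the 19 lists. Within scan 2, where the 3 eggs arrays are compared with control replicate 3 alone, the value was -0.089 and the cell cycle and DNA replication list was not called (adjusted p = 0.2913). Camera and fry did not call it either. Of the 177 genes of this list that were tested one by one, 6 were up and 16 were down in limma over all genes, and the same numbers were obtained when p was adjusted over the list alone. Its member with the smallest p was Na_454_16854, a DNA primase small subunit, with a log2 fold change of -0.58 (standard error 0.07, adjusted p = 0.0185 from limma). The list of chromatin and gene silencing genes had a mean log2 ratio relative to all genes of -0.12 ± 0.095 (SD over 9 pairs, 60 entries), lower in 7 of 9 pairs, with an adjusted p of 2.60e-06. This value was -0.028 within scan 2, where the list was no longer called (adjusted p = 0.7464, the largest over the alternatives for this list), and -0.063 without control replicate 1, where it was not called either. Over all genes, 3 of its 202 tested genes were up and 23 were down in limma, and the counts adjusted over the list alone were again 3 and 23. Na_454_08179, a histone deacetylase HDT4, fell from a log2 signal of 9.14 ± 0.14 (SD, n = 3) in C to 8.00 ± 0.21 (SD, n = 3) in E (log2 fold change of -1.14, adjusted p = 0.0175 from limma).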

The 52 down-regulated GS represent 8% of conformable regulation across the plant–insect combinations and were mostly related to regulation of gene expression and some developmental, morphological and cell cycle processes (Supplementary Table S2).

Of the 310 conformably up-regulated GS, 34% belong to generic stress responses, roughly equally distributed between abiotic and biotic stress responses (Fig. 2a, Supplementary Table S2). The majority of GS associated with “biotic stress” were related to plant immune responses, which comprise hypersensitive response (HR)-like responses and cell death, accumulation of reactive oxygen species (ROS), systemic acquired resistance (SAR), endoplasmic reticulum stress and unfolded protein responses (UPR). 

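For *N. attenuata*, the list of oxidative burst genes, which holds peroxidases, catalases, glutathione S-transferases and other enzymes that form or remove ROS, had a mean log2 ratio relative to all genes of 0.19 ± 0.064 (SD over 9 pairs of arrays, 51 entries). It was higher in 9 of 9 pairs, with an adjusted p of 6.06e-09, and was 0.24 within scan 2. Both camera with a preset correlation and fry called it up-regulated. In limma, 17 of its 141 tested genes were up and 12 were down over all genes, against 23 up and 15 down when adjusted over the list alone. Glutaredoxin-C1, Na_454_06425, rose from a log2 signal of 8.48 ± 0.06 (SD, n = 3) in C to 9.40 ± 0.04 (SD, n = 3) in E, a log2 fold change of 0.92 (standard error 0.06, adjusted p = 0.0071 from limma). The list of chaperones and other proteins of the UPR, such as endoplasmin, calreticulin and protein disulfide isomerases, was down-regulated. Its mean log2 ratio relative to all genes was -0.46 ± 0.16 (SD over 9 pairs, 13 entries), lower in 9 of 9 pairs, with an adjusted p of 9.14e-12, and its value within scan 2 was -0.58. Camera with a preset correlation and fry called this list down-regulated as well. Of 34 tested genes, 2 were up and 8 were down in limma over all genes, and 2 were up and 10 down when adjusted over the list alone. Endoplasmin, Na_454_00028, had a log2 fold change of -0.70 (standard error 0.08, adjusted p = 0.0176 from limma).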

Insect egg depositions can cause obvious phenotypic leaf tissue modifications, such as necrosis/chlorosis and neoplasm formation at the site of egg deposition. These egg-induced leaf modifications occur in several plant species, including *A. thaliana*, *Brassica nigra*, *S. dulcamara* and *P. sylvestris,* thus resembling a HR-like symptom, which is linked to the accumulation of ROS^11–13,25–27^. This egg-induced change in leaf traits might result in egg desiccation or detachment of eggs from leaves. Some plant species may rely on ROS signalling to initiate formation of chlorotic or necrotic leaf tissue at the site of egg deposition^10^; others use extensive ROS accumulation to directly kill the eggs^12^. An oxidative burst is an essential signalling component for the formation of necrotic lesions, which are typical for HR-like responses. To our surprise, plant species like tobacco and elm, which do not show obvious HR-like symptoms in response to eggs, display transcriptional activation of innate immune responses similar to that of *A. thaliana* and *S. dulcamara* (Fig. 2a).

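In tobacco, the list of immune receptors and response genes, with disease resistance proteins, WRKY transcription factors and chitinases among its 33 entries, had a mean log2 ratio relative to all genes of 0.15 ± 0.11 (SD over 9 pairs of arrays). It was higher in 9 of 9 pairs, with an adjusted p of 6.05e-04 over the 19 lists, and 27 of the 33 entries rose. Within scan 2 its value was 0.24. Without control replicate 3 and without eggs replicate 3 the immune receptors and response list was no longer called, with values of 0.080 and 0.090 and adjusted p-values of 0.0614 and 0.0998, in a range of 9.14e-06 to 0.4741 over all alternatives. Camera with a preset correlation called it and fry did not. Of the 124 genes of the list tested one by one, 6 were up and 2 were down in limma over all genes, and 5 were up and 1 was down when adjusted over the list alone. The member with the smallest p, endochitinase 1 (Na_454_05398), had a log2 signal of 9.00 ± 0.06 (SD, n = 3) in E and 7.93 ± 0.32 (SD, n = 3) in C. This is a log2 fold change of 1.07 (standard error 0.15, adjusted p = 0.0193 from limma), which stayed between 0.88 and 1.16 when each array was left out in turn.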

Further conformably up-regulated GS after egg deposition included, among others, GS involved in small and macromolecule metabolism, metabolism of organic acids, amines, cyclic carbohydrates and phenylpropanoids, and GS related to phytohormones (Fig. 2a).

In response to pathogens, ROS synergistically amplify the SA signal to induce HR-like symptoms and the expression of *PATHOGENESIS-RELATED (PR)* defence genes such as *PR1*^e.g.^^28–30^. *PR* genes are also more strongly expressed in response to eggs in several plant species^12,15,31,32^. 

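In *N. attenuata*, the list of SA and *PR* genes, which holds PR proteins, thaumatin-like proteins, osmotins, glucan endo-1,3-beta-glucosidases and regulators of the SA response, was not called in either direction as a whole. Its mean log2 ratio relative to all genes was -0.043 ± 0.032 (SD over 9 pairs of arrays, 22 entries), lower in 8 of 9 pairs, with one-sided adjusted p-values of 1.0000 for up- and 0.3574 for down-regulation. Of the 22 entries, 10 rose and 12 fell, and the value within scan 2 was -0.056. With each array left out in turn it was between -0.084 and -0.031. The list was called under none of the 25 alternatives tried. In limma, 4 of its 71 tested genes were up and 9 were down over all genes, against 9 up and 14 down when adjusted over the list alone. The gene with the smallest p among those that fell encodes a pathogenesis-related homeodomain protein (Na_454_08435, log2 fold change of -0.52, standard error 0.09, adjusted p = 0.0212 from limma). Of 7 probes named as *PR1*, 1 passed the detection rule, Na_454_13358, with a log2 signal of 9.04 ± 0.13 (SD, n = 3) in E and 8.87 ± 0.06 (SD, n = 3) in C (log2 fold change of 0.17, standard error 0.08, adjusted p = 0.1899 from limma). Of the other *PR1* probes, 5 were under the detection threshold on all 6 arrays, and Na_454_09564 was above it on 3 control arrays and on 0 eggs arrays.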

We found strong conformable up-regulation of SA-related GS in response to eggs (Fig. 3a, Hormones (H); for abbreviations see Supplementary Table S3). This effect is quite weak only in *S. dulcamara*, although this plant species accumulates SA in response to insect eggs, as has been shown in phytohormone measurements by Geuss et al.^12^. Hence, the ROS- and SA-mediated induction of immune responses and *PR* gene expression in response to eggs is conserved amongst different plant species and both might contribute to direct plant defence against insect eggs. 

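For *N. attenuata*, the list of JA genes had a mean log2 ratio relative to all genes of 0.22 ± 0.13 (SD over 9 pairs of arrays, 12 entries), higher in 9 of 9 pairs, with an adjusted p of 3.21e-04. Within scan 2 it was 0.29. The JA list was not called without eggs replicate 3 (0.14, adjusted p = 0.1478, with a range of 1.47e-06 to 0.4655 over the alternatives for this list), nor by camera or fry. In limma, 5 of its 36 tested genes were up and 2 were down over all genes, against 8 up and 2 down when adjusted over the list alone. An allene oxide synthase, Na_454_01027, had the smallest p, with a log2 fold change of 0.45 (standard error 0.07, adjusted p = 0.0194 from limma). The list of ET genes was 0.23 ± 0.086 (SD over 9 pairs, 43 entries) higher than all genes in its mean log2 ratio, in 9 of 9 pairs, with an adjusted p of 2.87e-10, and 0.33 higher within scan 2. Both camera with a preset correlation and fry called it up-regulated. Of its 115 tested genes, 17 were up and 8 were down in limma over all genes, and 25 were up and 9 down when adjusted over the list alone. The ethylene receptor Na_454_04597 had a log2 fold change of 0.48 (standard error 0.07, adjusted p = 0.0194 from limma). The list of ABA genes, with 9 entries, had a value of 0.16 ± 0.21 (SD over 9 pairs), which is smaller than the spread between pairs. It was higher in 7 of 9 pairs, with an adjusted p of 0.0429, and 0.12 within scan 2, where it was not called. Under 16 of 25 alternatives it was no longer called, and without eggs replicate 3 its value was 0.009. Over all genes, 2 of its 26 tested genes were up and 0 were down in limma, and 0 and 0 when adjusted over the list alone, with 7 of the 9 entries higher in E. The gene with the smallest p was an abscisic acid 8'-hydroxylase, Na_454_10039 (log2 fold change of 0.57, standard error 0.13, adjusted p = 0.0338 from limma). The hormone lists hold genes by name, whatever their role, so a rise of a list does not show that signalling by the hormone was active.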

Interestingly, JA, abscisic acid (ABA) and ethylene (ET) signalling are also part of the conformable response to insect eggs (Fig. 2a and Fig. 3a).

**Figure 3:**
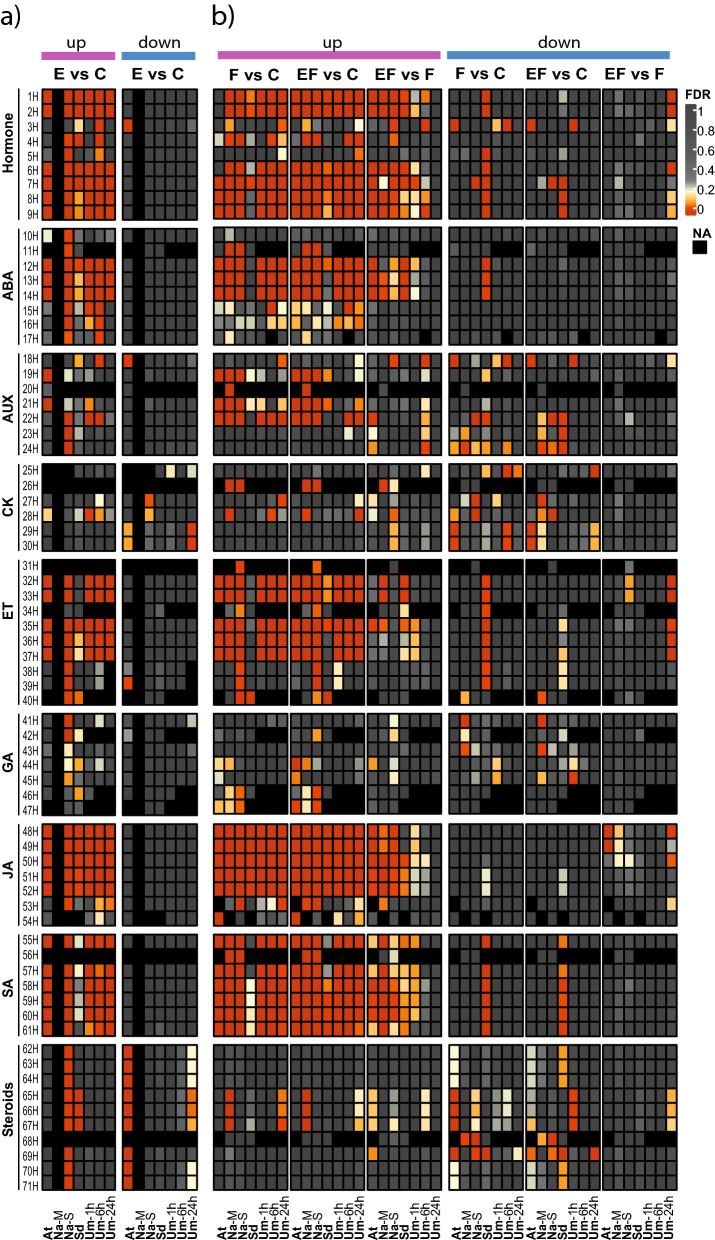
Comparison of GAGE analyses of phytohormones from five different plant–insect combinations^†^ depicting plant responses to (**a**) insect eggs (E vs. C) and (**b**) larval feeding (F vs. C), eggs with subsequent feeding (EF vs. C) and the alterations in plant responses to feeding by prior egg deposition (EF vs. F). The heatmap depicts false discovery rate-adjusted *p*-values (FDR) according to the colour key for up- or down-regulated gene sets (GS). Black boxes indicate GS which could not be assigned to the plant species or for which enrichment scores were not calculated due to a lack of data (E vs. C; Na-M). For a detailed description of the phytohormone-related GS 1H-71H (H) see Supplementary Table S3. ABA: abscisic acid; AUX: auxin; CK: cytokinin; ET: ethylene; GA: gibberellic acid; JA: jasmonic acid; SA: salicylic acid. ^†^At: *Arabidopsis thaliana-Pieris brassicae*; Na-M: *Nicotiana attenuata-Manduca sexta* Na-S: *N. attenuata-Spodoptera exigua*; Sd: *Solanum dulcamara-S. exigua*; Um-1 h/-6 h/-24 h: *Ulmus minor-Xanthogaleruca luteola* after 1/6/24 h of egg deposition and larval feeding, NA: not annotated. For a detailed experimental setup description see Fig. 1.

Taken together, the different plant–insect combinations showed a considerable overlap in their transcriptomic responses to insect eggs, including up-regulation of GS related to generic stress responses and down-regulation of GS related to development and cell cycle processes. This would suggest a conserved plant response to insect egg depositions, regardless of whether the egg deposition is associated with leaf damage (as is the case for *U. minor*).

### Biological processes involved in plant responses to insect feeding and their similarities to plant responses to insect eggs

Using the same methodology as for the E vs. C comparison, we searched for conformable plant transcriptional responses to feeding herbivores (F vs. C) across the plant–insect combinations we investigated. Then, we compared the conformable responses to feeding and to insect eggs with each other to identify a subset of GS that responds analogously in both treatments.

Larval feeding led to down-regulation of 972, and to up-regulation of 911 GS in at least one of the plant–insect combinations (Supplementary Table S1).

Of the down-regulated GS, 16% were conformably down-regulated (Supplementary Table S2). Similar to the response to eggs, the feeding-responsive down-regulated GS included especially those associated with regulation of gene expression by epigenetic and post-transcriptional modifications, developmental and morphological processes and cell cycle processes (Fig. 4a, green intersection, Supplementary Tables S2 and S4).

**Figure 4:**
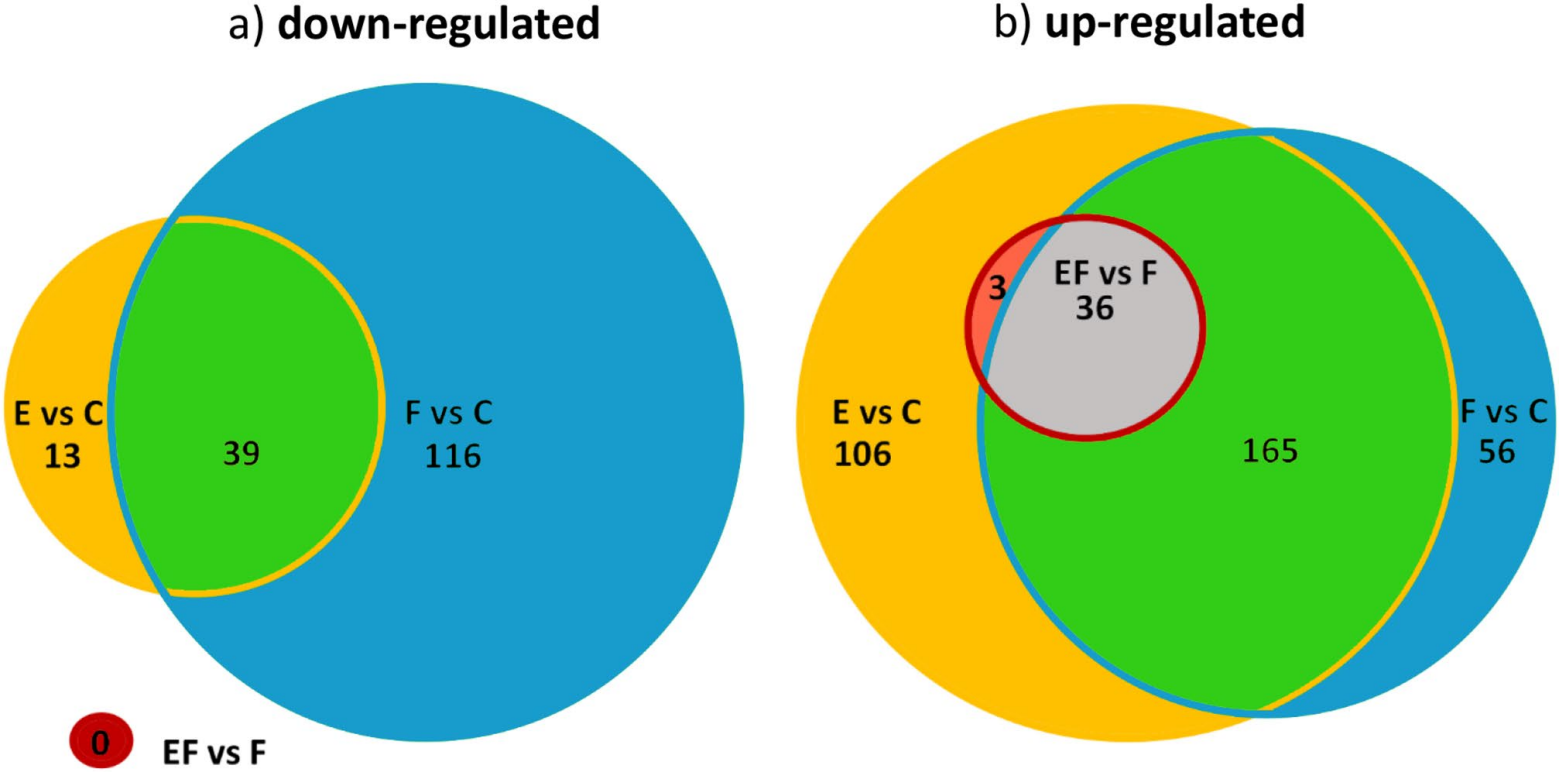
Venn diagrams with the number of gene sets (GS) that showed conformable (**a**) down-regulation and (**b**) up-regulation across the different plant–insect combinations when comparing the plant response to eggs (E vs. C, Fig. 2a II), to feeding (F vs. C, Fig. 2b II) and to eggs followed by feeding (EF vs. F, Fig. 5b). For detailed descriptions of uniquely or commonly enriched GS see Supplementary Table S4.

A considerable fraction of GS (28%) was conformably up-regulated in response to feeding (Fig. 2b, Supplementary Table S2). The vast majority (78%) of these GS overlapped with the conformable response to eggs (Fig. 4b, green intersection). The GS in this analogous response to eggs and to feeding included most stress- and plant immune response-related GS like ROS production, phytohormonal regulation and large parts of the metabolism-related GS, e.g. biosynthesis of aromatic compounds and phenylpropanoid metabolism (Supplementary Table S4), but lacked the GS related to nucleoside/-tide metabolism, which responded only to egg deposition.

As expected^33^, the conformable plant response to feeding includes many JA-related processes, accompanied by ABA and ET signalling. However, we also found a surprisingly consistent enrichment of GS related to immune responses, SA and ROS signalling in feeding-induced leaves (Figs. 2b and 3b).

In all of the plant species investigated here, JA-related responses dominated the plant response to feeding^e.g.^^12,34^. However, some studies found SA levels to be slightly enhanced after herbivory by *P. brassicae* in *A. thaliana*^17^ and by *M. sexta* and *S. exigua* in *N. attenuata*^35,36^, but not in *S. dulcamara*^37^. Elevated SA levels frequently antagonise JA-mediated plant defences against herbivory^38,39^; they are therefore usually considered to be beneficial for chewing herbivores^e.g.^^40^. However, activation of SA signalling is not always advantageous for the herbivore^16,17,41^. JA and SA are embedded in a complex phytohormonal signalling network which determines, as a whole, the metabolic outcome affecting biotic stressors like insects^33^. Subtle changes in SA levels may therefore fine-tune a JA-dominated response within this phytohormonal network and vice versa^42^.

Overall, the conformable feeding-induced transcriptional response observed in the different plant–insect combinations was remarkably similar to the conformable response to insect egg deposition. Developmental, morphogenesis and growth processes were down-regulated in response to eggs and feeding, indicating that metabolic resources might be shifted towards defence and stress reaction (Fig. 4a, Supplementary Table S4). The up-regulation of immune-related stress responses, phytohormonal regulation and secondary metabolism-related GS were almost identical in the conformable responses to egg deposition and to feeding (Fig. 2). The particularly large overlap in ROS-related stress responses and the involvement of multiple phytohormonal signalling pathways might indicate a more fundamental role of ROS signalling in plant responses to insect eggs beyond the formation of defensive HR-like symptoms. ROS are not only important as a second messenger during establishment of HR, but are closely connected with the hormonal signalling network and metabolic reprogramming after herbivore attack^43,44^.

### Modification of plant transcriptional responses to larval feeding by prior egg deposition

A comparison of the transcriptomes of feeding-damaged plants with and without prior egg deposition (EF vs. F) revealed 84 down-regulated and 630 up-regulated GS in at least one of the plant–insect combinations (Supplementary Table S1).

We did not detect any conformably down-regulated GS (Supplementary Table S2), whereas 39 GS were conformably up-regulated across the plant–insect combinations (Fig. 5a, Supplementary Table S2). Almost all (36) of the latter GS were also found in the analogous responses to feeding and eggs (Fig. 4b, grey intersection, Supplementary Table S4). They account for a core set of 18% of the GS analogously regulated by eggs and by feeding in most of the plant species we tested. These GS indicate additive or synergistic effects when egg deposition precedes larval feeding. It includes mostly biotic stress and immune responses with regulation of cell death, but also hormonal responses, particularly the response to JA and phenylpropanoid biosynthesis (Fig. 5b, Supplementary Table S2).

**Figure 5:**
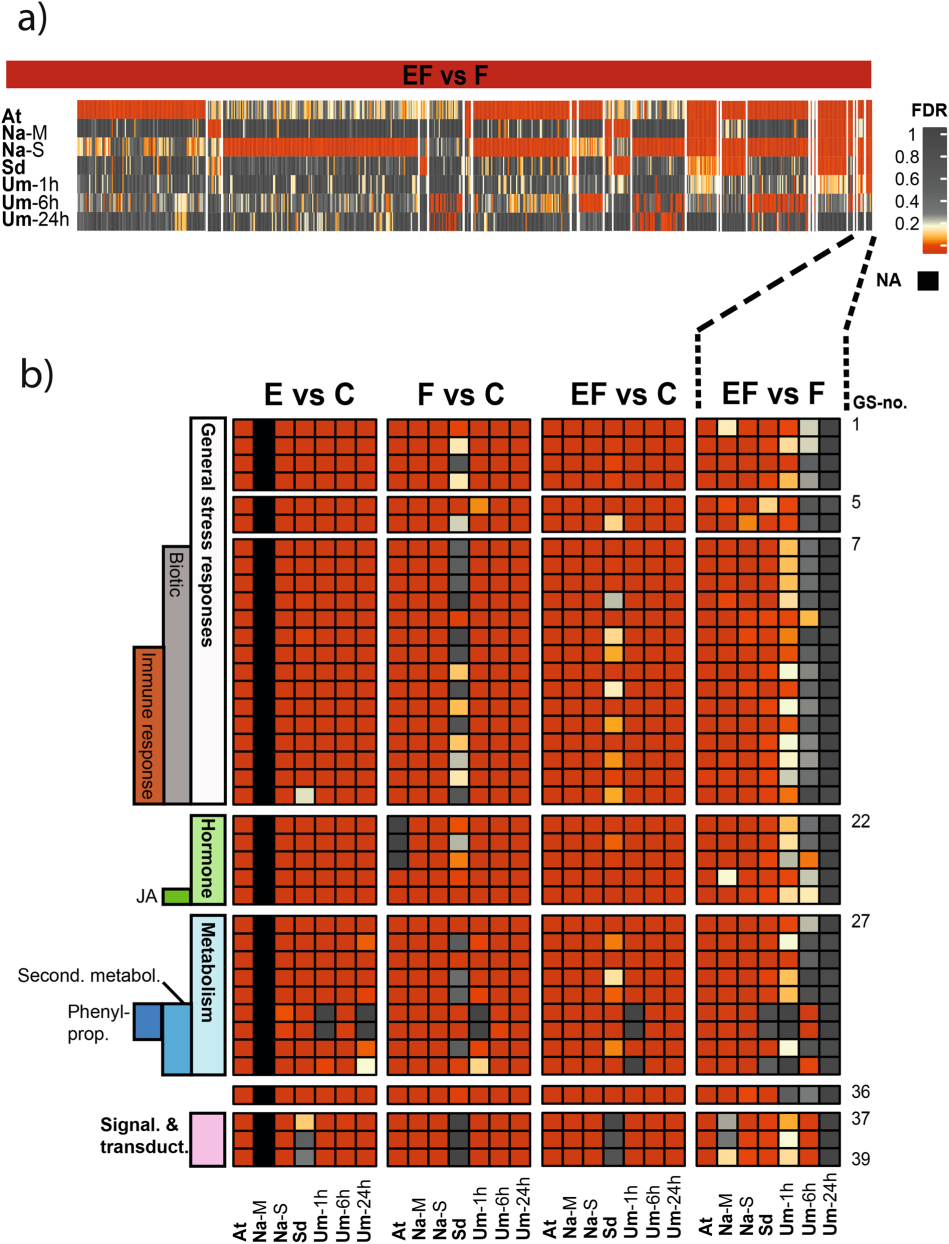
Comparison of GAGE analyses of the transcriptional up-regulation in four different plant species comparing (**a**) the response to larval feeding with and without prior egg deposition (EF vs. F; species are given below^†^). The heatmap depicts false discovery rate-adjusted *p*-values (FDR) according to the colour key of all up-regulated gene sets (GS) significantly enriched in at least one plant species; (**b**) Heatmap-section of a) with conformably enriched GS in at least four out of five plant–insect combinations (EF vs. F) and FDR values of the same GS in comparisons between untreated controls and egg-deposited (E vs. C), feeding damaged (F vs. C) or egg deposited and feeding damaged (EF vs. C) plants. GS in b) were re-ordered according to their biological function. For detailed descriptions of the GS see Supplementary Table S2 (EF vs. F up). JA: jasmonic acid; Phenylprop.: phenylpropanoids; Second. metabol.: secondary metabolites; Signal. & transduct.: signalling and transduction. ^†^At: *Arabidopsis thaliana-Pieris brassicae*; Na-M: *Nicotiana attenuata-Manduca sexta* Na-S: *N. attenuata-Spodoptera exigua*; Sd: *Solanum dulcamara-S. exigua*; Um-1 h/-6 h/-24 h: *Ulmus minor-Xanthogaleruca luteola* after 1/6/24 h of egg deposition and larval feeding, respectively, NA: not available. For detailed experimental setup description, see Fig. 1.

In summary, a considerable percentage of the activated GS involved in the analogous egg and feeding responses is further enhanced when plants experience both stimuli in succession. This suggests a conserved herbivore alarm response that is initiated by insect egg deposition and affects the transcriptional response induced by feeding in an additive or synergistic manner.

### The plant’s transcriptional response to eggs, larval feeding and to the combination of eggs followed by larval feeding involves several phytohormone pathways

Our analysis, and the earlier original publications^12,17,21,22,24^ to which our analysis refers, found prominent regulation of GS related to phytohormone signalling. Therefore, we compared the enrichment of all GS associated with phytohormone signalling and metabolism that were up- or down-regulated in at least one of the species combinations (Fig. 3, Supplementary Table S3).

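The 7 phytohormone lists of *N. attenuata* differed in how far the pairs of arrays spread. The plot of the 9 pairs per list shows that the pairs with control replicate 3 gave the highest values in the AUX and ET lists and the lowest in the steroid list.

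**Figure D3:**
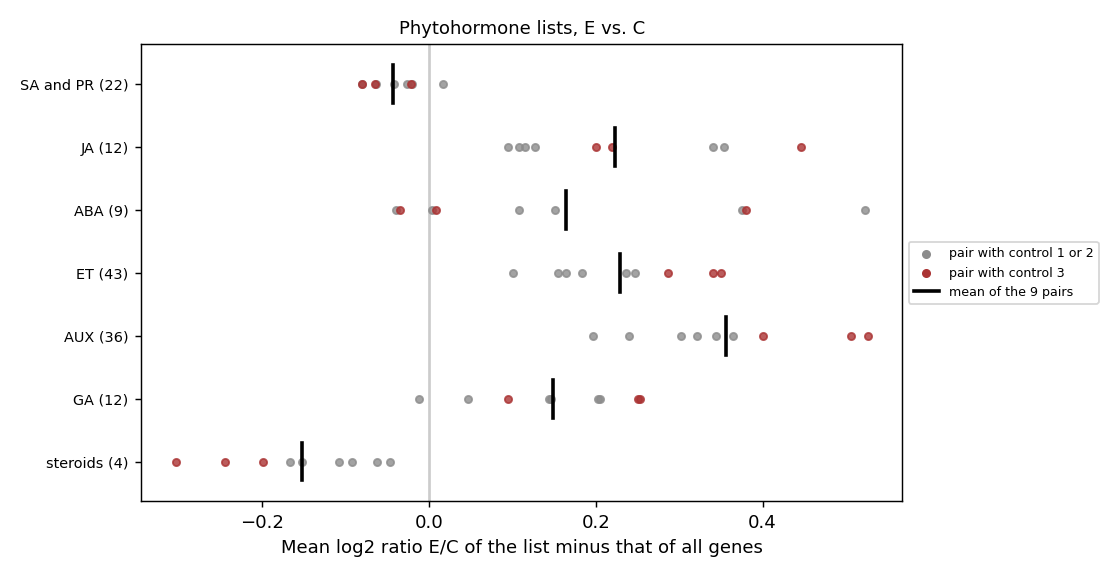
Mean log2 ratio E/C of each phytohormone list relative to all genes (horizontal axis, log2 units) in *N. attenuata*, 1 point for each of the 9 pairs of an eggs and a control array, with the number of entries in brackets. Red points are pairs with control replicate 3, and the black bar is the mean of the pairs, which runs from -0.15 in the steroid list to 0.36 in the AUX list.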

In response to eggs (Fig. 3a, E vs. C), many GS related to generic hormone responses were up-regulated in most plant–insect species combinations. GS related to JA, SA, ABA and ET follow this pattern. GS related to other phytohormones showed a more differentiated response pattern. 

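The list of AUX genes had a mean log2 ratio relative to all genes of 0.36 ± 0.11 (SD over 9 pairs of arrays, 36 entries) in *N. attenuata*, higher in 9 of 9 pairs, with an adjusted p of 9.28e-17. Of the 36 entries, 31 rose. The value was 0.48 within scan 2, and the list was called by camera with a preset correlation and by fry. In limma, 29 of its 158 tested genes were up and 6 were down over all genes, against 33 up and 9 down when adjusted over the list alone. An auxin-induced protein X15, Na_454_32122, had a log2 signal of 8.34 ± 0.22 (SD, n = 3) in E and 7.37 ± 0.20 (SD, n = 3) in C. Its log2 fold change was 0.97 (standard error 0.14, adjusted p = 0.0193 from limma). The AUX list takes in each product named for auxin, among them the auxin-repressed protein Na_454_13604, with a log2 fold change of 2.59. A rise of the list therefore does not show that auxin signalling was active.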

A few auxin (AUX)-related GS were up-regulated, but their number differed between the plant–insect combinations. 

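The list of GA genes, with 12 entries, had a mean log2 ratio relative to all genes of 0.15 ± 0.091 (SD over 9 pairs of arrays), higher in 8 of 9 pairs, with an adjusted p of 0.0356. Within scan 2 it was 0.20 and was not called. The value depended on the processing, with 0.35 for normexp without an offset, 0.41 for the deposited matrix and 0.50 for the processed intensity, each called up-regulated. Under 13 of 25 alternatives the list was no longer called, among them each setting without 1 array except the one without eggs replicate 1. Camera did not call it and fry did. In limma, 5 of 31 tested genes were up and 1 was down over all genes, and 6 were up and 1 down when adjusted over the list alone. A gibberellin 3-beta-dioxygenase, Na_454_14586, rose by a log2 fold change of 0.90 (standard error 0.19, adjusted p = 0.0292 from limma). The list of steroid genes, which holds genes named for brassinosteroids, kept 4 entries after the variability filter. Its mean log2 ratio relative to all genes was -0.15 ± 0.086 (SD over 9 pairs), lower in 9 of 9 pairs. The one-sided adjusted p-values were 1.0000 for up- and 0.1940 for down-regulation, and the value was -0.25 within scan 2. Without control replicate 3 it was -0.105 for these 4 entries. When the data were processed again without that array, it was -0.036 for the entries then kept. None of the 25 alternatives called the steroid list. Of its 26 tested genes, 1 was up and 3 were down in limma over all genes, with a median log2 fold change of 0.014, whose sign differs from that of the mean of the 4 entries. Adjusted over the list alone, 2 were up and 3 were down. The receptor kinase Na_454_12711, named after BAK1, had a log2 fold change of -0.28 (standard error 0.06, adjusted p = 0.0286 from limma).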

Gibberellic acid (GA)- and steroid-related GS were up-regulated in *N. attenuata,* but the latter were down-regulated in *A. thaliana*. *Solanum dulcamara*’s response to eggs involved a less clear enrichment of the ET- and SA-related GS than the responses to eggs by the other plant species.

Elevated transcription of SA-related GS in response to insect eggs has frequently been described but the conserved induction of JA-, ET-, and ABA-related GS is surprising. Enhanced activation of JA signalling is plausible for *U. minor* because the leaves in this dataset were mechanically wounded to mimic the leaf damage inflicted by the beetles during egg deposition^24^. The wound stimulus alone might have elicited the induction of JA-mediated pathways in the egg treatment^45,46^. Egg deposition in *U. minor* also elicits the emission of terpene volatiles, which is frequently linked to JA-dominated signalling events^47^. However, all of the other plant species we analysed also showed activation of JA-related GS in response to lepidopteran egg deposition, which does not damage any plant tissue (Figs. 2a and 3a). 

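Proteinase inhibitors, whose expression is linked to JA, were represented in *N. attenuata* by 3 probes for proteinase inhibitor type-2 (PIN2) and 7 probes for trypsin inhibitor 1, of which 2 and 2 passed the detection rule. The PIN2 gene Na_454_02256 had a log2 signal of 11.14 ± 0.45 (SD, n = 3) in E and 11.14 ± 0.72 (SD, n = 3) in C, a log2 fold change of 0.00 (standard error 0.37, adjusted p = 0.9972 from limma), which ranged from -0.42 with array weights to 0.81 with scan as a block. The second, Na_454_15201, had a log2 fold change of 0.36 (standard error 0.08, adjusted p = 0.0307 from limma). Its fold change was 0.74 for normexp without an offset, 0.77 for the deposited matrix and 0.87 for the processed intensity. It was not called under 5 of 20 alternatives. For the trypsin inhibitor 1 genes Na_454_32917 and Na_454_18667, log2 fold changes were 0.58 (adjusted p = 0.0541 from limma) and 0.10 (adjusted p = 0.3895 from limma). Na_454_32917 was above the detection threshold on 3 eggs arrays and on 1 control array, and Na_454_18667 on 3 and 2. The level of Na_454_32917 in C thus lies near the detection threshold and its fold change depends on the processing, with 1.67 for normexp without an offset, 1.86 for the deposited matrix and 2.74 for the processed intensity. It was called up-regulated under 5 of 19 alternatives. *MYC2* and *MYB8* had no probe by that name. The paper finds JA signalling plausible in *U. minor*, whose leaves had been wounded. It sets against this that JA-related GS were also activated in all the other species, where eggs of lepidopterans leave the plant tissue intact. It calls the conserved induction of GS related to JA, ET and ABA across the species surprising.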

Some studies indicate that egg deposition without tissue damage might indeed elicit JA-related responses in plants. *Solanum lycopersicum* enhances the expression of a proteinase inhibitor (PI) gene in response to *H. zea* eggs, which correlates with increased JA levels^18^, and lepidopteran egg deposition on *S. dulcamara* results in JA-dependent enhanced leaf PI activity^12^, which is also linked to ABA and ET signalling^37,48^.

The distinct egg-induced changes in the expression of GS related to phytohormones suggest that plant responses to egg deposition do not only rely on SA- and ROS-related responses. Egg deposition rather causes a complex reorganisation of the dynamic phytohormonal signalling network, which is remarkably similar across the different plant–insect combinations.

The plant responses to larval feeding (Fig. 3b, F vs. C, up) involved similar phytohormonal GS as the responses to the eggs. They included strong up-regulation of JA-, SA-, ABA- and ET-related GS in most plant–insect combinations. The only exception was *S. dulcamara*, which showed strong up-regulation of JA-related GS, but clear down-regulation of ABA-, SA- and ET-related GS (Fig. 3b, F vs. C, down), which could indicate a weaker inducible response to larval feeding in this species, which maintains a quite effective constitutive defence due to its high content of steroidal alkaloids. Alternatively it might be a side effect of weaker feeding damage in the experimental setup used (see “Methods” section, Additional evaluation of *Solanum dulcamara* transcriptome data). In general, more AUX-related GS were up-regulated in response to feeding than in response to eggs.

Insect egg deposition enhanced the hormonal plant response to larval feeding (Fig. 3b, EF vs. F, up). The feeding-induced up-regulation of JA- and SA-related GS was further enhanced by prior egg deposition in all plant–insect combinations, although egg-treated elms showed this enrichment only at the onset of larval feeding (after 1 h), but not later on. ABA- and, to a lesser degree, ET-related GS were also commonly up-regulated when egg deposition preceded larval feeding. In *U. minor*, egg deposition also caused down-regulation of a fraction of genes in ET-related GS and further enrichment of down-regulated ET-related GS after 24 h of feeding (Fig. 3b, EF vs. F, down). Although in *S. dulcamara* phytohormonal regulation was only moderately affected by egg deposition and feeding alone*,* the combination of the two treatments led, as in the other plant–insect combinations, to increased expression of genes in ABA-, ET-, JA- and SA-related GS. In *N. attenuata*, feeding-induced expression of ET-related GS was only enriched after *M. sexta* egg deposition.

Taken together, JA-, ABA- and SA-related GS were more strongly enriched in all plant–insect combinations when egg deposition preceded larval feeding (Fig. 3). ET-related GS were strongly affected by both stimuli alone, but showed only faint additive or synergistic responses when eggs preceded larval feeding. Previous studies had already suggested that either JA- or SA-mediated pathways are further intensified in response to feeding when egg deposition occurs prior to larval feeding (Table 1). Our analysis corroborates these findings but furthermore suggests an interplay of several phytohormones mediating the improved anti-herbivore defence in egg-deposited and subsequently feeding-damaged plants. Although egg deposition and larval feeding are very different stimuli, it becomes quite clear that both affect the phytohormonal network at the transcriptional level in a similar way. Egg depositions and larval feeding may therefore trigger similar changes in metabolism-related GS across the plant–insect combinations (Fig. 2), which might contribute to the enhanced anti-herbivore defence we observed following egg deposition.

### Phenylpropanoid metabolism and its involvement in the egg-mediated plant defence response to larvae

The results of the plant–insect combinations studied here suggest that regulation of the phenylpropanoid pathway is linked to the impaired performance of herbivores on previously egg-deposited plants (Table 1). Our analysis also shows that induction of the phenylpropanoid pathway by feeding damage was enhanced by prior egg deposition. Phenylpropanoids are well known for their diverse roles in anti-herbivore defence^49–51^. The phenylpropanoid pathway is widely branched^52^, and each branch leads to end products which may impair feeding herbivores^e.g.^^53,54^. We applied GAGE to evaluate the transcriptional regulation of those pathway branches that were regulated in at least one of the plant–insect combinations. In this way we could determine whether certain branches of the phenylpropanoid pathway showed analogous regulation patterns that could explain the egg-mediated enhancement of the plant’s defence against feeding herbivores across the different plant–insect combinations (Fig. 6, Phenylpropanoids (P); for abbreviations see Supplementary Table S3).

**Figure 6:**
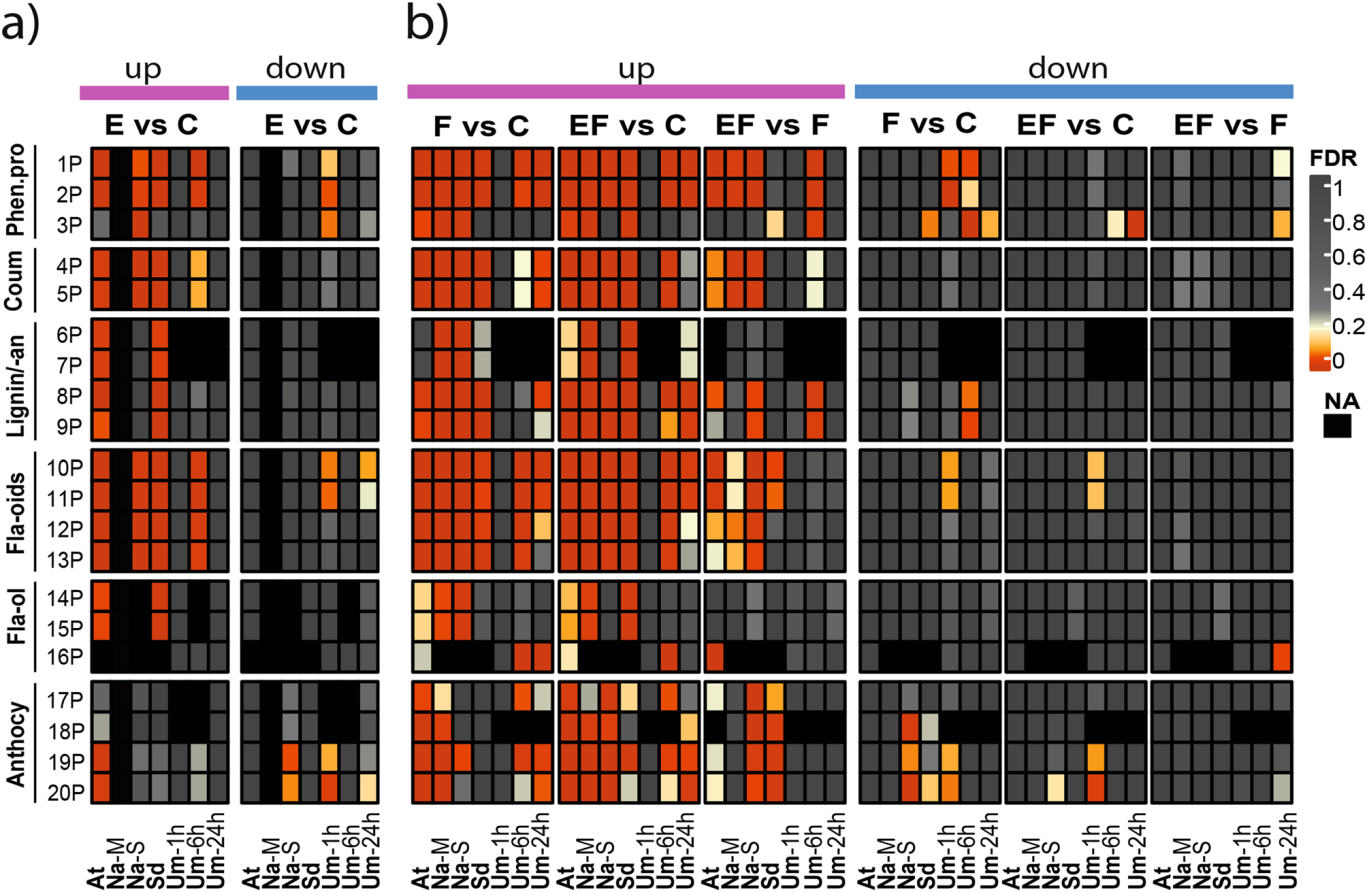
Comparison of GAGE analyses associated with the phenylpropanoid pathway between five different plant–insect combinations^†^, depicting plant responses to (**a**) insect eggs (E vs. C) and (**b**) larval feeding (F vs. C), eggs with subsequent feeding (EF vs. C) and the alterations in plant responses to feeding by prior egg deposition (EF vs. F). The heatmap depicts false discovery rate-adjusted *p*-values (FDR) according to the colour key for up- or down-regulated gene sets (GS). Black colour indicates GS which could not be assigned to the plant species or for which enrichment scores were not calculated due to a lack of data (E vs. C; Na-M). For a detailed description of the 20 phenylpropanoid pathway-associated GS (1P-20P) see Supplementary Table S3. Phen.pro: phenylpropanoids; Coum: coumarins; Fla-oids: flavonoids; Fla-ol: flavonols; Anthocy: anthocyanins. ^†^At: *Arabidopsis thaliana-Pieris brassicae*; Na-M: *Nicotiana attenuata-Manduca sexta* Na-S: *N. attenuata-Spodoptera exigua*; Sd: *Solanum dulcamara-S. exigua*; Um-1 h/-6 h/-24 h: *Ulmus minor-Xanthogaleruca luteola* after 1/6/24 h of egg deposition and larval feeding, respectively, NA: not annotated. For detailed experimental setup description, see Fig. 1.

In response to eggs (Fig. 6a, E vs. C, up), we found conformable up-regulation of generic phenylpropanoid-related GS across all of our plant–insect combinations. These GS are mainly coumarin- and flavonoid-related. 

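In *N. attenuata*, the list of phenylpropanoid and coumarin genes, which holds phenylalanine ammonia-lyases, cinnamate hydroxylases and 4-coumarate-CoA ligases, had a mean log2 ratio relative to all genes of -0.096 ± 0.079 (SD over 9 pairs of arrays, 9 entries). It was lower in 8 of 9 pairs, with one-sided adjusted p-values of 1.0000 for up- and 0.1576 for down-regulation, and the value was -0.11 within scan 2. Under 4 of 23 alternatives it was called, each time as down-regulated, and the largest of these values was -0.37 with the 75th percentile in place of quantile normalisation. Camera and fry did not call it. In limma, 1 of 18 tested genes was up and 3 were down over all genes, against 2 up and 4 down when adjusted over the list alone. A phenylalanine ammonia-lyase, Na_454_00668, had a log2 signal of 6.86 ± 0.01 (SD, n = 3) in E and 7.39 ± 0.19 (SD, n = 3) in C, a log2 fold change of -0.52 (standard error 0.10, adjusted p = 0.0229 from limma).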

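The list of flavonoid genes was down-regulated in *N. attenuata*, with a mean log2 ratio relative to all genes of -0.16 ± 0.047 (SD over 9 pairs of arrays, 28 entries) and an adjusted p of 0.0016. It was lower in 9 of 9 pairs and -0.17 within scan 2, where it was not called. Under 6 of 25 alternatives it lost its call, among them the one without eggs replicate 3 (-0.12). Of the 28 entries, 13 rose and 15 fell. It was not called by camera with a preset correlation and was called down-regulated by fry. In limma, 8 of 70 tested genes were up and 12 were down over all genes, and 11 were up and 16 down when adjusted over the list alone. A chalcone synthase 2, Na_454_02683, fell from a log2 signal of 11.22 ± 0.56 (SD, n = 3) in C to 9.30 ± 0.23 (SD, n = 3) in E (log2 fold change of -1.93, standard error 0.26, adjusted p = 0.0193 from limma). The list of anthocyanin genes had a value of -0.19 ± 0.056 (SD over 9 pairs, 9 entries), lower in 9 of 9 pairs, with an adjusted p of 0.0026, and -0.21 within scan 2, where it was not called. Under 10 of 25 alternatives the anthocyanins list lost its call, among them those without control replicate 1 (-0.18), without eggs replicate 3 (-0.11) and without the variability filter (-0.048). In these settings the data were processed again, and the list could hold other entries. For the 9 entries, pairs with eggs replicates 1 and 2 lay between -0.271 and -0.094, and pairs with eggs replicate 3 between -0.231 and -0.135. The -0.11 can therefore not be put down to that array alone. The median log2 fold change of all tested genes of the anthocyanins list was -0.011. Fry called this list and camera did not. Of 40 tested genes, 2 were up and 4 were down in limma over all genes, against 3 up and 5 down when adjusted over the list alone. An anthocyanidin glucosyltransferase, Na_454_04498, had a log2 fold change of -1.25 (standard error 0.16, adjusted p = 0.0192 from limma).

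**Figure D4:**
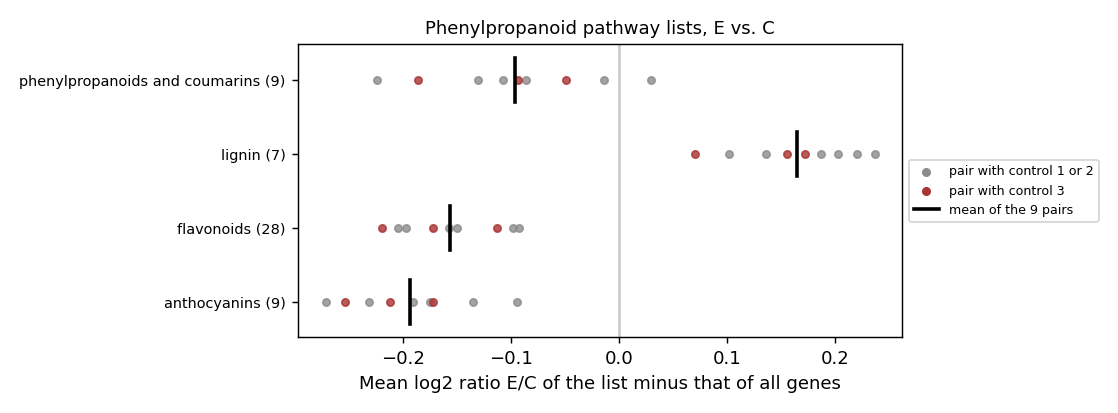
Mean log2 ratio E/C of 4 phenylpropanoid pathway lists relative to all genes (horizontal axis, log2 units) in *N. attenuata*, 1 point for each of the 9 pairs of an eggs and a control array, with the number of entries in brackets. Red points are pairs with control replicate 3, and the black bar is the mean of the pairs, from -0.19 for anthocyanins to 0.17 for lignin, whose sign reverses without the offset of the background correction.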

*Ulmus minor* showed up-regulation of flavonoid-related GS only after 6 h of egg deposition, although some of them were down-regulated after 1 h and after 24 h. In addition, lignin-related GS were clearly up-regulated after egg deposition in *A. thaliana* and *S. dulcamara*.

In response to feeding (Fig. 6b, F vs. C), GS in all branches of the phenylpropanoid pathway were up-regulated in almost all of the plant–insect combinations tested, with *S. dulcamara* being the only exception that did not show a response in its flavonol and anthocyanin-related GS. The response of *N. attenuata* to the herbivore species studied (*M. sexta, S. exigua*) differed with respect to the regulation of anthocyanin-related GS. Feeding by *M. sexta* led to up-regulation, but the response to feeding by *S. exigua* resulted in a more diffuse response pattern with less clear up-regulation, and even some down-regulation, of those GS. The late feeding-induced up-regulation of the phenylpropanoid-related GS in *U. minor* illustrates that there is a lag between the onset of feeding and the induction of this pathway, and that it is apparent even at the transcriptomic level.

When egg deposition preceded larval feeding (Fig. 6b, EF vs. F, up), pronounced up-regulation of several of the phenylpropanoid-related GS was found in all plant–insect combinations in response to feeding. This egg-enhanced response to feeding primarily affected GS related to flavonoids and anthocyanins in *S. dulcamara* and *A. thaliana.* Previously egg-deposited *A. thaliana* and *U. minor* both showed enhanced transcription in lignin-related processes in response to feeding damage. In *N. attenuata,* we found enhanced up-regulation of coumarin- and anthocyanin-related GS after egg deposition and feeding by *S. exigua*, but not by *M. sexta.* Interestingly, *S. exigua* feeding alone (without prior egg deposition) hardly induced any anthocyanin-related responses. Insect egg deposition on *U. minor* resulted in a stronger feeding-induced up-regulation of GS linked to lignin-related processes after a 6 h feeding period.

Our analysis shows that egg-enhanced activation of phenylpropanoid-related gene expression after feeding is indeed a conserved response across the plant species investigated. Metabolite analyses in *A. thaliana* showed increased flavonol levels in egg-deposited and feeding-damaged plants, while in *N. attenuata* caffeoylputrescine, a phenylpropanoid-polyamine conjugate, was found to be responsible for the reduced performance of *S. exigua* on egg-deposited plants^17,19,20^. Larvae of the elm leaf beetle suffered higher mortality on previously egg-deposited elm, and this was accompanied by an increased uptake of a flavonoid (kaempferol 3-*O*-robinoside-7-*O*-rhamnoside)^55^.

The huge diversity in plant secondary metabolites, including phenylpropanoids, likely facilitates plant defence as it hampers the counter-adaptations of herbivores feeding on those plants^56^. It is almost certain that each of the distantly related host plants investigated here holds a different phenylpropanoid profile. Almost all branches of the phenylpropanoid pathway in all plant–insect combinations were feeding-induced, but the modification of this induction profile by eggs was specific to the plant–insect combination analysed.

It appears that the egg-mediated modification of feeding-induced gene expression in the phenylpropanoid pathway in general is a conserved response, but the specific branches of this pathway seem to be affected in a plant-, and perhaps even herbivore-, specific way. Accordingly, plants might use the egg stimulus not only to prepare against impending herbivory in general, but to fine-tune the feeding-induced phenylpropanoid defences according to the specific herbivore they are likely to encounter. This idea is further supported by the finding that *N. attenuata* exhibits altered transcriptomic responses to feeding by *S. exigua* and *M. sexta* when the plant has received the eggs of the respective other herbivore prior to feeding^21^.

## Conclusion

The different plant species show strong transcriptomic responses to insect eggs and larval feeding. At the functional-transcriptomic level, distantly related plant species with different lifestyles show conformable activation of about 30% of the biological processes in response to insect eggs and feeding, respectively. The biological processes represented in these two phylogenetically conserved conformable responses overlapped to 78%, which was independent of the plant species and the infesting insect species. Around one-fifth of the biological processes within this overlap was more strongly regulated when plants experienced insect egg deposition and larval herbivory in succession. As such, the plants investigated seem to possess a conserved transcriptional core response to herbivore attack, which includes regulatory and metabolism-related biological processes and which is initiated as soon as an herbivorous insect lays its eggs.

The considerable overlap in conserved plant responses to insect eggs and feeding, as well as the egg-enhanced regulation of a significant portion of them, supports the hypothesis that plants use insect eggs as an alarm cue to prepare themselves for defence against the hatching herbivorous larvae, which triggers the plant defences to their full extent. This egg-enhanced alarm response against the feeding larvae might be based on a metabolic shift of resources towards defence by down-regulation of developmental and cell cycle processes established during the plant response to eggs and feeding alone.

Whether the perception of eggs induces defences similar to those triggered by larval feeding, or rather accelerates, amplifies, or fine-tunes the defence response to a feeding herbivorous insect, needs to be addressed in future studies.

## Materials and methods

### Data availability

The experimental data were mostly one-colour microarray data^12,17,21,22^, with the exception of the *U. minor* datasets^24^, which originated from an RNA-seq experiment (Fig. 1a). All previously published transcriptome raw data are available at the Gene Expression Omnibus (GEO) database under the Accession no. given in Fig. 1a. The full results of the GAGE analysis are provided in the Supplementary Information as Excel files. The egg-induced transcriptome data of *N. attenuata* one day after egg deposition by *S. exigua* is published with this manuscript (NCBI GEO accession GSE148927), along with updated GO term annotations for the *S. dulcamara* and *N. attenuata* transcriptomes (https://primedb.mpimp-golm.mpg.de/index.html?sid=reviewer&pid=2dba617cfed75ebcd6304c236d8b5022).

### Experimental setup

For all plant–insect combinations, we compared the transcriptional response to (a) insect eggs (Fig. 1a, yellow arrows), (b) larval feeding, and (c) eggs and subsequent feeding (Fig. 1a, red arrows). The transcriptomes of leaves exposed to the eggs (E) were compared to control (C) leaves (E vs. C). Transcriptomes from leaves exposed to herbivore feeding (F) and those from leaves exposed to eggs and feeding (EF) were compared to control leaves (F vs. C), and with one another (EF vs. F) (Fig. 1a). Details of the harvesting and plant growth conditions are described in the respective publications. The newly published data on *N. attenuata*’s response to *S. exigua* eggs were generated using the same methodology as described in Drok et al.^21^. These data originate from a leaf systemic to the egg deposition site; the leaf was harvested one day after oviposition. Altogether, we analysed six datasets from plants, which were harvested during exposure to the eggs (C, E). Here, we studied four plant–insect combinations. Furthermore, we analysed seven datasets from plants, which were harvested at a later time when the plants were no longer exposed to eggs (C, F, EF) (Fig. 1a). These latter analyses were carried out for five plant–insect combinations.

We could not include the transcriptome analysis of *Brassica nigra* in response to *P. brassicae* eggs^16^ because this study used two-colour microarrays and therefore does not allow for the direct comparison of feeding-damaged plants with and without prior egg deposition.

### Raw data processing and filtering

As the data originated from different platforms, we normalised and re-processed all raw data. Microarray data were processed with the “limma” package^57^ from Bioconductor^58,59^ in R^60^. Control spots and probes with very low signals were excluded. A signal value of 1.5 times the 90% quantile of the structural dark corner spots on the respective array was set as the detection threshold. 

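On the *N. attenuata* arrays, which carry 35 dark corner spots each, this rule gave thresholds of 34.05, 33.45 and 39.53 intensity units for control replicates 1, 2 and 3, and of 38.20, 36.08 and 39.29 for eggs replicates 1, 2 and 3. The lowest thresholds were those of the pair of arrays scanned together in scan 1.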

Probe signals below this threshold in all samples of at least one of the treatments were removed from the dataset. 

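For *N. attenuata*, 28635 of 43533 probes (65.8%) stayed in the dataset under the rule on low signals and 14898 were left out. Their number was 24197 to 36213 under the other detection rules tried.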

Data were then background corrected, normalised between arrays using the “normexp” and “quantile” methods, and probes were averaged by their gene identifier. The RNA-seq data from *U. minor* were used pre-processed from NCBI GEO accession GSE77985. Variance in the datasets was visualised by plotting each transcript’s signal standard deviation relative to the mean signal across all treatments (sd/mean). For 20% of the data in all datasets, we found variability in expression that was distinguishable from baseline noise. We chose a conservative approach for variance filtering to reduce the interference from background noise while ensuring that all relevant data would be included in the analysis. Thus, we included in the analysis those 40% of the data that showed the highest variability, although half of these signals still showed minimal variation between treatments. 

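For the 6 *N. attenuata* arrays, sd/mean of the normalised log2 signal was 1.84% at the 60% quantile of the 28626 genes, and 98.4% of the genes varied by less than 7%. On the linear signal, the 60% quantile was 9.95%, and 38.0% of the genes varied by less than 7%. The 40% with the highest sd/mean on the log2 scale comprised 11450 genes.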

The remaining 60% of the transcripts from all datasets that were most invariant (< 7% variation across the treatments) were excluded. Considering that the classical GO enrichment in the original publications included, at most, 11% of the transcripts measured, we made use of a significantly larger fraction of the data. All processing steps were performed separately for each of the 13 datasets of simultaneously harvested plants (Fig. 1).

### Gene annotation

Genes in the *A. thaliana* gene set were annotated according to TAIR10 using the Bioconductor “GO.db” database^61,62^. Genes in the *U. minor* datasets had recently been annotated based on *A. thaliana* TAIR 10 homologues^24^.

For annotation of the *S. dulcamara*^63^ and *N. attenuata* transcriptomes (BioProject PRJNA223344 at https://www.ncbi.nlm.nih.gov/), we performed BLASTX analyses against protein databases of *Solanum lycopersicum* and *A. thaliana* using NCBI BLAST + software. Protein data were obtained from EnsemblPlants (https://plants.ensembl.org) for *A. thaliana* (TAIR10) and for *S. lycopersicum* (ITAG3.2) from the Sol Genomics Network (https://solgenomics.net/). We considered only the best hits with an E-value ≤ 1e^−5^ as a homologue.

### Gene ontology term annotation

To maximise comparability between species, we assigned GO terms according to TAIR10 homologues via the “GO.db” database^61^. If no suitable TAIR10 match was available for transcripts of the two solanaceous species *S. dulcamara* and *N. attenuata*, we assigned GO terms according to the matching *S. lycopersicum* (ITAG 3.2) homologue.

For the TAIR GO terms assigned via the Bioconductor “GO.db” database^61^, the complete ancestral history of the GO terms was already included. For ITAG3.2 GO terms, however, only the most specific GO terms were provided in the data and all ancestral GO terms were generated using the GOBPANCESTOR function of the “GO.db” package. *Solanum lycopersicum-*specific GO terms, which do not exist in the TAIR database, were removed from the analysis to ensure comparability between datasets (these comprised less than 1% of the assigned GO terms). Depending on the plant species, we were able to assign between 34% (*U. minor*) and 55% (*N. attenuata*) of the processed data to at least one GO term. Those data were used for GAGE analysis.

### Generally applicable gene set enrichment (GAGE)

Gene set enrichment analysis was conducted using the Bioconductor package “gage,” version 2.30^23^. For the analysis, GO terms with at least three, and at most 1,500, genes were defined as gene sets (GS). This approach resulted in 2669 and 2855 GS for the harvest time point during egg exposure and larval feeding, respectively, all of which were included in the analysis of at least one plant–insect combination (Supplementary Table S5). GAGE analyses were conducted separately for up- and down-regulated genes in pairwise treatment comparisons using fold-change in signal as a quantitative parameter and Stouffer’s method^23^ to calculate individual *p*-values from t-statistics, with additional FDR correction. 

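On simulated data with the noise of independent genes and no effect of eggs, the test over 9 pairs called 2.11% of the lists. Genes on the arrays are not independent, and in the other 9 splits of the 6 arrays into 3 and 3, which keep part of the egg difference, the same test called 2 to 11 of the 19 lists, with a median of 6. The ET list raised by 0.5 on the log2 scale, more than the 0.23 of this list on the arrays, was called in 50 of 50 simulated data sets. In the simulation for single genes, 187 of 200 genes changed by a log2 fold change of 1 or 2 in size were called by limma, all with the right sign, and 9 unchanged genes were called. These changes are larger than the median size of 0.46 in the genes called on the arrays.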

For the *S. dulcamara* datasets, paired t-statistics were used because for each of the three replicates, plants originating from a different European population were used in a full-factorial design. Albeit p-values are corrected for FDR, GAGE analyses can still potentially generate comparatively high false-positive rates^64^. Thus, we suggest using the data provided here to search for conserved patterns across multiple plant–insect interactions and to devise hypotheses for future research. We recommend applying additional methods to verify the differential expression of particular GS that are of interest in only one or few plant–insect combinations.

Since GAGE calculates an enrichment score based on the overall change in expression of genes within each gene set, we refer to GS enriched in transcripts more abundant in egg-laden plants (E vs. C) as *up-regulated* and to those enriched in transcripts less abundant in egg-laden plants as *down-regulated* GS.

### Visualisation and classification of gene set enrichments

For the untargeted comparison of the plant–insect combinations (Figs. 2, 4, 5), we included only those GS that were a part of the GAGE analyses (i.e. a FDR-corrected *p*-value had been assigned to them) in all plant–insect combinations and at all time points of the *U. minor* datasets (1541 GS for the time point during egg exposure and 1548 for the time point during larval feeding, Supplementary Table S6). Of those, we depicted all GS significantly enriched (FDR < 0.05) in at least one plant–insect combination (i.e. in *A. thaliana* with *P. brassicae*, *N. attenuata* with either *M. sexta* or *S. exigua*, *S. dulcamara* with *S. exigua*, or in at least one of the time points in the *U. minor* and *X. luteola* combinations; Fig. 1b, Supplementary Table S3). To facilitate comprehensible visualization of our results, we classified the GS into functional categories that are of general interest to the field. As this classification is partially subjective, the individual functional annotation of all the GS in the conformable response can be found in Supplementary Table S3. As conformably enriched across the plant–insect combinations, we defined GS enriched in at least four of the five combinations (in response to eggs in three out of four, since the *N. attenuata* response to *M. sexta* eggs was not available; Fig. 1b).

FDR-corrected *p*-values were visualised in heatmaps with the R package “ComplexHeatmap”^65^. Venn diagrams were designed with the R-package “eulerr”^66^.

### Additional evaluation of *Solanum dulcamara* transcriptome data

In comparison to the other plant species, the transcriptional response of *S. dulcamara* to herbivore feeding is weaker, and this is especially apparent in the regulation of the phytohormonal pathways (Figs. 2 and 3, F vs. C). In a previous experiment with *S. dulcamara* involving 24 h of feeding by larger (3rd instar) *S. exigua* larvae ^45^, the reported classical GO enrichment matched those of the other plant–insect combinations more closely (Supplementary Fig. S1). To exclude the possibility that the rather weak response of *S. dulcamara* detected here with GAGE in the data from Geuss et al.^22^ was a result of the new annotation or of the data processing methodology, we re-analysed data from Lortzing et al.^45^ using the same filtering and GAGE parameters as described in this paper to the data from Geuss et al.^22^. We re-generated Fig. 3 by replacing the data for F vs. C from Geuss et al.^22^ with those of F vs. C from Lortzing et al.^45^ (Supplementary Fig. S1). This re-analysis resulted in an enrichment pattern which resembles that of the other plant–insect combinations much more closely. Thus, *S. dulcamara’*s weak response to herbivory in the present dataset might result from experimental differences (e.g. less severe feeding damage) between this plant species—herbivore combination and the other plant—insect combinations analysed, but it could also indicate a less severe response of *S. dulcamara* to larval feeding in general. Therefore, the partial lack of otherwise conformable transcriptional responses to feeding between the plant–insect combinations does not necessarily imply a species-specific peculiarity of *S. dulcamara*.

## Supplementary information

Supplementary Information 1.

Supplementary Figure S1.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

# Supplementary material for: Arabidopsis, tobacco, nightshade and elm take insect eggs as herbivore alarm and show similar transcriptomic alarm responses
**Source:** Sci Rep. 2020 Oct 1;10:16281. doi: 10.1038/s41598-020-72955-y
**Supplement:** Supplementary file 1 — Supplementary Information 1.

# Supplementary Information

***Arabidopsis, tobacco, nightshade and*** ***elm take insect eggs as herbivore alarm and show similar transcriptomic alarm responses***

Tobias Lortzing, Reinhard Kunze, Anke Steppuhn, Monika Hilker, Vivien Lortzing

**Tables and Figures**

**Figure S1** Transcriptome data from on *Solanum dulcamara* in response to 24 hours of *Spodoptera exigua* larval feeding (3^rd^ instar) were re-analysed and integrated into the comparative enrichment analysis of gene sets (GS) related to phytohormones. The Fig. S1 is identical to Fig. 3B (F vs C comparison) but the data for *S.dulcamara* (Sd) from Geuss et al. (2018)^1^ are replaced with the data from Lortzing et al. (2017)^2^. The heatmap depicts false discovery rate adjusted *p*-values (FDR) according to the colour key for up- or down-regulated GS. Black colour indicates gene sets which could not be assigned to the plant species. For detailed description of the phytohormone-related gene sets 1H-71H see Supplementary Table S4. Abbreviations: ABA: abscisic acid; AUX: auxin; CK: cytokinin; ET: ethylene; GA: gibberellic acid; JA: jasmonic acid; SA: salicylic acid.

†At: *Arabidopsis thaliana-Pieris brassicae*; Na-M: *Nicotiana attenuata-Manduca sexta* Na-S: *N. attenuata-Spodoptera exigua*; Sd: *Solanum dulcamara-S. exigua*; Um-1h/-6h/-24h: *Ulmus minor-Xanthogaleruca luteola* after 1/6/24 hours of egg deposition and larval feeding, respectively, NA: not annotated. For detailed experimental setup description, see Fig. 1.

**Table S1** Complete case-filtered enrichment analyses of gene sets significantly up- or down-regulated in at least one of the plant-insect interactions† (species are given below) in response to insect eggs (E vs C), larval feeding (F vs C), eggs with subsequent feeding (EF vs C) and the alterations in plant responses to feeding by prior egg deposition (EF vs F). Values indicate FDR-adjusted *p*-values.

†At: *Arabidopsis thaliana-Pieris brassicae*; Na-M: *Nicotiana attenuata-Manduca sexta* Na-S: *N. attenuata-Spodoptera exigua*; Sd: *Solanum dulcamara-S. exigua*; Um-1h/-6h/-24h: *Ulmus minor-Xanthogaleruca luteola* after 1/6/24 hours of egg deposition and larval feeding, respectively. For detailed experimental setup description, see Fig. 1.

**Table S2** Abbreviations for gene sets depicted in Fig. 2 & 5.

**Table S3** Abbreviations for gene sets depicted in Fig. 3 (hormone no.) & 6 (phenylpropanoid no.).

**Table S4** Gene sets (GS) depicted in the Venn diagrams of Fig. 4. GS are up-regulated or down-regulated in different plant-insect interactions† (species are given below) in response to insect eggs (E vs C) or larval feeding (F vs C) (tab E vs C-F vs C) or eggs and larval feeding (EF vs F) (tab E vs C-F vs C-EF vs F).

†At: *Arabidopsis thaliana-Pieris brassicae*; Na-M: *Nicotiana attenuata-Manduca sexta* Na-S: *N. attenuata-Spodoptera exigua*; Sd: *Solanum dulcamara-S. exigua*; Um-1h/-6h/-24h: *Ulmus minor-Xanthogaleruca luteola* after 1/6/24 hours of egg deposition and larval feeding, respectively. For detailed experimental setup description, see Fig. 1.

**Table S5** Overall analyses of gene sets up- or down-regulated in the different plant-insect combinations† (species are given below) in response to insect eggs (E vs C), larval feeding (F vs C), eggs with subsequent feeding (EF vs C) and the alterations in plant responses to feeding by prior egg deposition (EF vs F). Values indicate FDR-adjusted *p*-values. NA: No value was assignable.

†At: *Arabidopsis thaliana-Pieris brassicae*; Na-M: *Nicotiana attenuata-Manduca sexta* Na-S: *N. attenuata-Spodoptera exigua*; Sd: *Solanum dulcamara-S. exigua*; Um-1h/-6h/-24h: *Ulmus minor-Xanthogaleruca luteola* after 1/6/24 hours of egg deposition and larval feeding, respectively. NA: not annotated. For detailed experimental setup description, see Fig. 1.

**Table S6** Complete case-filtered enrichment analyses of up- and down-regulated gene sets in different plant-insect interactions† (species are given below) in response to insect eggs (E vs C), larval feeding (F vs C), eggs with subsequent feeding (EF vs C) and the alterations in plant responses to feeding by prior egg deposition (EF vs F). Values indicate FDR-adjusted *p*-values.

†At: *Arabidopsis thaliana-Pieris brassicae*; Na-M: *Nicotiana attenuata-Manduca sexta* Na-S: *N. attenuata-Spodoptera exigua*; Sd: *Solanum dulcamara-S. exigua*; Um-1h/-6h/-24h: *Ulmus minor-Xanthogaleruca luteola* after 1/6/24 hours of egg deposition and larval feeding, respectively. For detailed experimental setup description, see Fig. 1.

# References

1. Geuss, D., Lortzing, T., Schwachtje, J., Kopka, J. & Steppuhn, A. Oviposition by Spodoptera exigua on Solanum dulcamara Alters the Plant’s Response to Herbivory and Impairs Larval Performance. *Int. J. Mol. Sci.* **19**, 4008 (2018).

2. Lortzing, T. *et al.* Transcriptomic responses of *Solanum dulcamara* to natural and simulated herbivory. *Mol. Ecol. Resour.* (2017). doi:10.1111/1755-0998.12687

How the deposited data were processed for this re-analysis (not part of the article)

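The response of *N. attenuata* leaves to *S. exigua* eggs was measured on 6 one-colour Agilent microarrays, 3 of egg-laden plants and 3 of control plants, each with pooled RNA of 3 or 4 plants. The authors deposited the scanner values of each array as intensity (mean and median signal of each spot and the median of its local background), which were not normalised, a processed intensity after background subtraction by the scanner software, and a matrix of log2 values. The log2 values of the matrix differ by at most 5.0e-09 from those obtained from the median intensity by normexp without an offset, quantile normalisation over all 62976 spots, control spots included, and then log2. The paper names normexp and quantile normalisation and gives no signal column and no offset.

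The scanner values were read with R 4.3.3 and data.table 1.17.8 and analysed with limma 3.58.1. The detection threshold of an array was 1.5 times the 90% quantile of its dark corner spots in mean intensity, and a probe under it on all arrays of at least 1 treatment was left out, after the paper's methods. Mean intensities were background corrected with normexp (offset 50, chosen before the data were examined, since the paper gives none), log2 transformed, quantile normalised over the detected probes and averaged by gene identifier. Of 28635 detected probes, 9 had no value on some array after outlier spots were left out, and 28626 genes were tested with limma's lmFit and eBayes and Benjamini-Hochberg adjustment, with no variability filter. Median intensity was 2.68 to 3.19 times the local background, and 0 spots were saturated. Between the spots of probes placed as duplicates, the SD of the log2 difference was 0.137 to 0.177. On simulated data of the same size, 187 of 200 genes changed by a log2 fold change of 1 or 2 in size were called.

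Genes were named by the protein description of their contig on the array, where its E-value was 1e-05 or lower, the limit that the paper sets for homologues. This limit was set after the descriptions had been read. None of the array identifiers was found in the reference table of gene symbols. The authors' GO annotation and the gage package were not used here. In place of GO gene sets, 19 lists were defined by product name before the data were examined. They were tested on the 40% of genes with the highest sd/mean of the log2 signal, after averaging the genes with the same named entry, which left 9577 entries. For each of the 9 pairs of an eggs and a control array, the mean log2 ratio of a list of 3 to 1500 entries was compared with that of all entries by the statistic of the GAGE method. The one-sided p-values of the pairs were combined by Stouffer's method and adjusted by Benjamini-Hochberg over the lists within each direction. Up-regulated were the lists JA, ABA, ET, AUX, GA, lignin, immune receptors and response, oxidative burst, and circadian clock. Down-regulated were flavonoids, anthocyanins, unfolded protein response, cell cycle and DNA replication, chromatin and gene silencing, and ribosomal proteins. Not called were SA and PR, steroids, phenylpropanoids and coumarins, and photosynthesis and plastid organisation, which had a mean log2 ratio relative to all genes of 0.045 (24 entries, higher in 5 of 9 pairs, adjusted p = 0.2252 for up-regulation). Each list was also tested with limma's camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry.

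The genes named in the text follow a rule set before the data were examined. They are the 5 with the largest rise and the 5 with the largest fall among called genes whose groups do not overlap, the gene with the smallest p in the direction of each list, and each gene the paper names that has a probe by name. *MYB8*, *MYC2*, *PR2* and *PR5* had none. *VPS2*, looked up by name after the data had been examined, had none either. Homologues of vacuolar protein sorting-associated protein 2 were not taken for it, as the paper does not write the name out. The list of heat shock proteins was chosen after their values had been seen. The clock genes of the morning and the evening were chosen after the result of the clock list, and before their own values, had been seen.

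Alternatives to the background correction, normalisation, detection filter, test, averaging, variability filter and list test, each array left out in turn, replicate number as a block and scan as a block were fitted, and all splits of the 6 arrays into 3 and 3 were compared. With an array left out, the data were processed again from the detection rule onwards, so that a list could hold other entries. The comparisons with feeding larvae, and the other plant species, were not analysed here.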

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

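The tests in this part were written down before their own results were seen, after a first fit had given the numbers of called genes and lists.

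The detection rule removes a probe that lies under the threshold on all arrays of 1 treatment, and with it probes that are above the threshold in the other treatment alone. In *N. attenuata*, 72 probes were above the threshold on all 3 eggs arrays and on no control array, and 205 probes were above it on all 3 control arrays and on no eggs array. The paper does not report on them. Their signals lie close to the threshold. The mean eggs signal of the 72 probes was at the median 1.11 times the eggs threshold and at most 3.14 times, and the mean control signal of the 205 probes was at the median 1.14 times the control threshold. All 72 and all 205 were well above the local background on the 3 arrays of their group by the scanner software. Of the 72 probes, 28 have a description within the E-value limit.

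Of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many probes above the threshold in one group alone, which is the split into E and C itself, with 277 probes in all. The other 9 splits gave at most 107 and at the median 45. With 10 splits the share cannot fall under 0.1 whatever the data, so this count does not decide, and chance cannot be excluded by it. The scan batch was tested on control replicate 3, which was scanned with the eggs arrays. Of 116 probes above the threshold on the 3 eggs arrays and under it on control replicates 1 and 2, 37.9% were above it on control replicate 3, and of 361 probes above it on control replicates 1 and 2 and on no eggs array, 56.8% were. If the scan alone set these probes apart, most of the first and few of the second would be expected, and the values lie between. Since the signals lie near the threshold and 1 control array carries the comparison, the scan and the egg deposition cannot be told apart for these probes. A response of the plants to the eggs, the explanation that the design names, stays open.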

How the results depend on the processing

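The alternatives named last in this part (median intensity, quantile normalisation before log2, no E-value limit, named genes as background, no averaging by named entry, group means in place of pairs, and median intensity for the detection threshold), and all settings for the list of heat shock proteins, were chosen after seeing the data. A comparison restricted to full-length probe matches was not run, because names came from descriptions on the array. Where no cause is given below, the cause was not tested.

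The counts of called genes depended on the processing and on single arrays. Against 1691 genes up and 2315 down, the processed intensity scaled by the 75th percentile gave 632 and 853, the deposited matrix 1032 and 1414, and no filter on dim probes 1070 up. Array weights gave 4426 up and 4943 down, and scan as a block 2660 up. Apart from the replicate numbers below, the other alternatives without a left-out array stayed within 1.5 times the counts. Leaving out each array in turn gave 0 to 2095 genes up and 0 to 2609 down. No gene was called by limma without eggs replicate 2 or without eggs replicate 3, with 6868 and 6907 genes at an unadjusted p under 0.05. Without control replicate 1, 149 were up and 277 down, and without control replicate 3, 985 and 1290. These fits have 5 arrays in place of 6. Of 677 values of the 34 named genes under the alternatives, 671 kept their direction and 6 reversed. The PIN2 gene Na_454_02256, at 0.00, was -0.01 with the deposited matrix, -0.42 with array weights, -0.09 without averaging and 0.81 with scan as a block. With each array left out in turn it ranged from -0.40 without control replicate 3 to 0.28 without control replicate 1, with -0.25 without eggs replicate 3. The trypsin inhibitor gene Na_454_18667 was -0.03 with scan as a block.

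The replicate numbers were tested as pairs. Deviations from the group mean had r of -0.174, 0.308 and -0.279 across genes for the same-numbered arrays 1, 2 and 3, so that the numbers do not pair the samples. With replicate number as a replicate block, 0 genes were called up and 0 down, with 8543 at an unadjusted p under 0.05. With the 3 same-numbered pairs, 4 lists were up, and JA (0.22), ABA (0.16), GA (0.15), lignin (0.17), flavonoids (-0.16), anthocyanins (-0.19) and immune receptors and response (0.15) were not called. The pairs are fewer and the numbers carry no pairing, so this block says little about these results.

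For the lists, the values below are mean log2 ratios relative to all genes. With scan as a block, 2 lists were down, and ABA (0.12), GA (0.20), lignin (0.13), flavonoids (-0.17), anthocyanins (-0.21), cell cycle and DNA replication (-0.089) and chromatin and gene silencing (-0.028) were not called, while photosynthesis and plastid organisation reversed to -0.001. This block has 3 pairs in place of 9. Lignin and photosynthesis and plastid organisation reversed, each uncalled, to -0.022 and -0.10 with normexp without an offset, to -0.034 and -0.16 with the processed intensity, and to -0.030 and -0.12 with the deposited matrix. ABA was not called with the processed intensity (0.23). With the 75th percentile in place of quantile normalisation, ABA (0.091), GA (0.13), the lignin list (0.065) and anthocyanins (-0.11) were not called, and phenylpropanoids and coumarins (-0.37) were called down-regulated. That list kept fewer than 3 entries, and was not tested, with normexp without an offset and with the deposited matrix. Without the filter on dim probes, lignin (0.082) and anthocyanins (-0.086) were not called, and with probes well above background in every array of 1 group, GA (0.14) was not. Without the variability filter, ABA (0.096), lignin (0.057) and anthocyanins (-0.048) were not called, and with sd/mean on the linear signal, ABA (0.16), GA (0.15) and lignin (0.084) were not.

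The set tests changed calls and not values. Camera with a preset correlation called 4 lists up and 2 down. It did not call JA (0.22), ABA (0.16), GA (0.15), lignin (0.17), flavonoids (-0.16), anthocyanins (-0.19), cell cycle and DNA replication (-0.13), chromatin and gene silencing (-0.12) or circadian clock (0.47). Fry called 5 up and 3 down. It did not call JA, ABA, immune receptors and response (0.15), cell cycle and DNA replication, chromatin and gene silencing, circadian clock or ribosomal proteins (-0.38). Camera with an estimated correlation called 0 up and 0 down, so that ET (0.23), AUX (0.36), oxidative burst (0.19) and the UPR list (-0.46) lost their calls too, with adjusted p-values of all 15 lists between 0.4655 and 0.4741.

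Leaving out each array in turn gave 4 to 8 lists up, and the range of each list with a changed call or sign was 0.14 to 0.28 for JA, 0.009 to 0.27 for ABA, 0.11 to 0.20 for GA, 0.13 to 0.24 for lignin, -0.18 to -0.12 for flavonoids, -0.23 to -0.11 for anthocyanins, 0.080 to 0.22 for immune receptors and response, -0.17 to -0.063 for chromatin and gene silencing, -0.18 to -0.045 for phenylpropanoids and coumarins, and -0.025 to 0.074 for photosynthesis and plastid organisation. Without eggs replicate 3, 4 lists were up, and JA (0.14), ABA (0.009), GA (0.11), lignin (0.15), flavonoids (-0.12), anthocyanins (-0.11) and immune receptors and response (0.090) were not called. ET, AUX, oxidative burst, circadian clock, UPR, cell cycle and DNA replication, and ribosomal proteins were called in each of these 6 settings.

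With quantile normalisation before log2, which is the order of limma's own function, 1687 genes were up and 2312 down, and no list changed its call. With median intensity, ABA (0.14) was not called. Without the E-value limit, the photosynthesis and plastid organisation list was called up-regulated (0.067). Without averaging by named entry it reversed to -0.022, lignin (0.11) was not called, and phenylpropanoids and coumarins (-0.14) were called down-regulated. With group means in place of pairs, 1 list was up and 2 were down, and ET, JA, ABA, GA, lignin, flavonoids, anthocyanins, immune receptors and response, oxidative burst, cell cycle and DNA replication, chromatin and gene silencing and circadian clock were not called, with the values given above. Each list then has 1 comparison in place of 9.

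The number of detected probes stayed within 1.5 times 28635 in all 10 alternatives, from 24197 to 36213. The variability limit of 1.84% moved to 3.73% with normexp without an offset, 9.95% on the linear signal, 4.24% with the processed intensity and 1.54% over the 2 treatment means. The median signal of 2.68 to 3.19 times the local background limits the log2 fold changes of dim genes, which the offset also draws towards 0.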

Differences from the paper's values

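The paper states that the 60% most invariant transcripts of all datasets varied by less than 7% across the treatments. It gives this upper limit for all datasets together and does not name the scale. For the *N. attenuata* arrays, sd/mean at that quantile was 1.84% on the normalised log2 signal, which is below the paper's limit. Of the alternatives set before the data were examined, 3.73% for normexp without an offset, 4.24% for the processed intensity on the log2 scale and 1.54% for sd/mean over the 2 treatment means are also below it. The linear signal gave 9.95%, which is above it.

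In the following comparisons, the paper's gene sets come from GO terms and the lists here from product names, so that they hold different genes. The paper reports SA-related GS as conformably up-regulated by eggs, that is in most plant–insect combinations. It calls the effect quite weak in *S. dulcamara* only. The SA and PR list had a mean log2 ratio relative to all genes of -0.043 and was called in neither direction, and none of the 25 alternatives called it. The paper lists UPR among the conformably up-regulated biotic stress responses. Conformable means in most plant–insect combinations, so *N. attenuata* need not be among those with UPR up-regulated. Here the list of UPR genes was down-regulated, with a value of -0.46, and its value was negative under all 25 alternatives, from -0.58 to -0.25. The paper reports the phenylpropanoid-related GS as up-regulated across all plant–insect combinations, mainly those related to coumarins and flavonoids. The list of phenylpropanoid and coumarin genes had a value of -0.096 and was not called. It was called down-regulated with the 75th percentile in place of quantile normalisation, without control replicate 2, without eggs replicate 3 and, in an alternative chosen after seeing the values, without averaging by named entry. No setting called it up-regulated. The flavonoid list was down-regulated, with a value of -0.16, and negative under all 25 alternatives, from -0.33 to -0.11. The paper reports steroid-related GS as up-regulated in *N. attenuata*. The list of steroid genes, with 4 entries, had a value of -0.15 and was not called, and no alternative called it. Without control replicate 3 the value was -0.105 for the same 4 entries, and -0.036 when the data were processed again without this array. For this dataset, Supplementary Table S1 lists photosystem II assembly as down-regulated, and not plastid organisation. The photosynthesis and plastid organisation list had a value of 0.045 and was not called. No setting called it down-regulated, and without the E-value limit, an alternative chosen after seeing the values, it was called up-regulated (0.067).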

Other observations

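The tests of the scan batch and of a variable that also differs between plants of 1 group were chosen after the result was seen, as were the list of heat shock proteins and the choice of settings for it. The other tests in this part were written down before their own results were seen, after a first fit had given the numbers of called genes and the values of the lists.

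Whether chance can be excluded was asked of the calls with the 10 splits of the 6 arrays into 3 and 3. As many called genes as the 4006 between E and C were found in 1 split, the real one, and the other 9 gave 0 genes called by limma, with between 231 and 2497 genes at an unadjusted p under 0.05. For the lists, 1 split, again the real one, gave as many as 15. With 10 splits the share cannot fall under 0.1 whatever the data, so this count does not decide, and chance cannot be excluded by it in either case.

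The other 9 splits called between 2 and 11 of the 19 lists by the test over 9 pairs, and 6 at the median, although none of them called a gene. If genes of a list moved together in any split, about 15 lists would be expected. If they did not, close to 5% of the lists were expected when the test was written down, and the simulation of independent genes gave 2.11%. The median of 6 of 19 lists lies between. Each other split still parts the treatments unequally and so holds part of the difference between E and C, and genes of a list moving together in any split cannot be told apart from it. With the correlation between genes estimated by camera, 0 lists were called between E and C.

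Control replicates 1 and 2 were scanned apart from the other 4 arrays. Among 2309 genes called between the eggs arrays and control replicates 1 and 2, control replicate 3, which had no part in the call, was placed on a scale from 0 at the other controls to 1 at the eggs arrays. Its median position was -0.39, and 77.5% of the genes lay at 0 or beyond it, away from the eggs arrays. If the scan were the whole source of the called genes, an array scanned with the eggs arrays would lie near 1, and the value goes against this. It rests on 1 control array, so it does not exclude the scan.

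Part of the difference between E and C ran along an axis that also separated arrays of the same treatment. Across 28626 genes, which are not independent replicates, the difference of control replicate 3 from control replicates 1 and 2 and that of eggs replicate 1 from eggs replicates 2 and 3, which share no array, had r = 0.45. Eggs replicate 3 minus eggs replicate 1 had r = 0.58 with eggs replicate 2 minus the mean of the controls, eggs replicate 2 minus eggs replicate 1 had r = 0.56 with eggs replicate 3 minus the mean of the controls, and control replicate 3 minus control replicate 1 had r = -0.38 with the mean of the eggs arrays minus control replicate 2. With control replicate 3 minus control replicate 2, and the eggs arrays minus control replicate 1, r was -0.49. The axis was weak between other arrays. Eggs replicate 3 minus eggs replicate 2 had r = 0.14 with eggs replicate 1 minus the mean of the controls, and control replicate 2 minus control replicate 1 had r = 0.21 with the mean of the eggs arrays minus control replicate 3. A variable other than the eggs that differs between plants of 1 treatment, such as growth stage, time of harvest or RNA quality, may therefore add to the difference between E and C. None of these variables was measured. How strongly single plants responded to their eggs could add to the axis among the eggs arrays, and not among the controls. Which genes owe their change to eggs cannot be read from these 6 arrays alone.

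The list of ribosomal proteins, included for comparison and named by no claim, had the largest number of called genes. Its mean log2 ratio relative to all genes was -0.38 ± 0.18 (SD over 9 pairs, 151 entries), lower in 9 of 9 pairs, with an adjusted p of 2.09e-107. The pairs share their arrays and the genes are not independent, so this p cannot be taken at face value. Camera with a preset correlation called the list (adjusted p = 1.24e-12). Fry (adjusted p = 0.0518) and camera with an estimated correlation (adjusted p = 0.4655) did not call the list. In limma, 6 of its 409 tested genes were up and 159 were down over all genes, against 17 up and 241 down when adjusted over the list alone. The gene with the smallest p was a 60S ribosomal protein L32-1, Na_454_15592, with a log2 fold change of -0.83 (adjusted p = 0.0193 from limma). Supplementary Table S1 of the paper lists ribosome biogenesis and translation among the down-regulated GS of this dataset. Probe brightness was tested with 10000 random lists of the same mean signal. None fell as far, which gives a share of 0.0001, the smallest that this number of lists can give, and argues against brightness as the source. Within scan 2 the value was -0.52, and against control replicates 1 and 2 alone it was -0.32. A scan effect would not lower the list within a scan, but this comparison has 1 control array, so the scan is not excluded. On the single arrays the mean log2 signal of the list relative to all entries was highest on control replicate 3 (2.69) and lowest on eggs replicate 3 (2.01), which are also the arrays at the ends of the first principal component. A variable of the plants other than eggs, with the r of 0.45 above, stays open as a candidate explanation, beside a response to the eggs.

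The list of circadian clock genes had a mean log2 ratio relative to all genes of 0.47 ± 0.32 (SD over 9 pairs, 8 entries), higher in 9 of 9 pairs, with an adjusted p of 1.26e-04, 0.27 against control replicates 1 and 2 alone and 0.86 within scan 2. Of its 26 tested genes, 5 were up and 0 were down in limma over all genes, and the same when adjusted over the list alone. A response regulator, Na_454_00338, had a log2 fold change of 0.43 (adjusted p = 0.0203 from limma). Supplementary Table S1 lists circadian rhythm among the up-regulated GS of this dataset. The time of day of the harvest was tested on genes of the morning and the evening. If E and C had been harvested at different hours, the groups of genes would be expected to move in opposite directions. The median log2 fold change was 0.06 over 9 morning genes, of which 5 rose, and 0.52 over 8 evening genes, of which 7 rose. The difference was 0.46 (2-sided exact permutation test over genes, p = 0.2692), which does not decide the question, since both groups hold genes that go both ways. Contigs of the same name entered this test as separate genes. The morning contigs named LHY fell (-0.29 to -0.08) and the evening contigs named GIGANTEA rose (0.35 to 1.03), which a difference in hours would give. The morning contigs named APRR9 and APRR7 ran from -0.02 to 1.44, so that the morning group did not move as a whole. A test that pools them with LHY cannot decide on the hour of harvest. The time of day and a response to eggs cannot be told apart with these genes, and the hours of harvest were not used here.

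Heat shock proteins were noticed among the largest falls. A list of 37 entries with that name had a mean log2 ratio relative to all genes of -0.47, lower in 9 of 9 pairs and -0.58 within scan 2. In limma, 2 of 56 tested genes were up and 23 were down over all genes. Its value was negative under all 22 alternatives run for it, from -0.90 to -0.37. Supplementary Table S1 lists protein folding and the response to heat among the down-regulated GS of this dataset. No explanation was tested.

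The paper reports lignin-related GS as up-regulated in *A. thaliana* and *S. dulcamara*, and not for *N. attenuata*. In *N. attenuata* the lignin list, with 7 entries, had a mean log2 ratio relative to all genes of 0.17 ± 0.055 (SD over 9 pairs), higher in 9 of 9 pairs, with an adjusted p of 0.0217, and 0.13 within scan 2, where it was not called. Camera did not call it and fry did. Of 28 tested genes, 3 were up and 0 were down in limma over all genes, and the same when adjusted over the list alone. A caffeoyl-CoA O-methyltransferase, Na_454_01168, had a log2 fold change of 0.44 (adjusted p = 0.0210 from limma). The sign of the list reversed with normexp without an offset, with the processed intensity and with the deposited matrix, and the list was called under 8 of 25 alternatives. It was not called without control replicate 2 (0.13), nor without eggs replicate 1 (0.18), 2 (0.20) or 3 (0.15).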
